# Cyclin Y-mediated transcript profiling reveals several important functional pathways regulated by Cyclin Y in hippocampal neurons

**DOI:** 10.1371/journal.pone.0172547

**Published:** 2017-02-27

**Authors:** I-Seul Joe, Jong-Hwan Kim, Hanna Kim, Jung-Hwa Hong, Mirang Kim, Mikyoung Park

## Abstract

Cyclin Y (CCNY), which is a cyclin protein known to play a role in cell division, is unexpectedly and thus interestingly expressed in non-proliferating neuronal cells. There have been only a few studies reporting the neuronal functions of CCNY in synapse remodeling and hippocampal long-term potentiation. Therefore, we here provide global and comprehensive information on the putative functions of CCNY in biological and functional pathways in neuronal systems. We adopted high-throughput RNA-sequencing technology for analyzing transcriptomes regulated by CCNY and utilized bioinformatics for identifying putative molecules, biological processes, and functional pathways that are possibly connected to CCNY functions in hippocampal neuronal cells of rats. We revealed that several enriched annotation terms and pathways associated with CCNY expression within neurons, including apoptosis, learning or memory, synaptic plasticity, actin cytoskeleton, focal adhesion, extracellular matrix-receptor interaction and chemokine signaling pathway are targeted by CCNY. In addition, the mRNA levels of some genes enriched for those annotation terms and pathways or genes reported to be altered in Alzheimer’s disease mouse model were further validated by quantitative real-time PCR in hippocampal neuronal cells. The present study provides an excellent resource for future investigations of CCNY functions in neuronal systems.

## Introduction

Cyclin Y (CCNY) is one of the members of the cyclin family that has been known to regulate cell division in proliferating cells [1–3]. CCNY was originally identified as an interacting protein of the cyclin-dependent kinase CDK14/PFTK1 via a yeast two-hybrid screen [4]. Its role has been investigated in the field of cancer biology by showing that CCNY regulates glioma and lung cancer cell proliferation [5, 6]. In addition, CCNY played an essential role in the maintenance of mammary stem/progenitor cell properties [7] and the control of adipogenesis and lipid production [8]. Furthermore, CCNY was a key factor for the development of Drosophila, including larval growth, pupal development and metamorphosis [2].

Interestingly, CCNY has been shown to play roles in non-dividing neuronal cells. Role of CCNY in the nervous system was first described in *C*. *elegans* as a regulator for synapse formation and elimination [9, 10], and it was also found in the mammalian nervous system as a negative regulator for hippocampal long-term potentiation (LTP) [11], the most widely studied cellular basis of learning and memory [12–15]. Investigating the function of CCNY in the non-proliferating neuronal cells is intriguing since CCNY has been generally known for its role in proliferating cells. Although a few studies reported on the role of CCNY in the nervous system [9–11], the mechanistic and signaling information on how CCNY functions in the brain remains mostly unknown. In this study, we provide candidate molecules, biological processes and functional signaling pathways that might be regulated by CCNY, a relatively novel molecule whose function has been rarely investigated.

RNA sequencing (RNA-seq), which is a recent revolutionary tool providing an accurate and precise measurement of transcript levels, has been widely applied for systematic, comprehensive, and global analysis of transcriptome in various species [16–18]. This next-generation high-throughput sequencing technology has provided an unbiased approach for investigating pathophysiology of neurodegenerative diseases [19–22]. In this study, the RNA-seq technique, bioinformatics, and quantitative real-time PCR (qRT-PCR) have been adopted to extract molecular profiles that are regulated by CCNY in hippocampal neuronal cells and provide invaluable information on putative biological processes, molecular functions and functional signaling pathways that CCNY may be involved in hippocampal neuronal system. The extensive and essential resources provided in the present study will serve as a platform for future investigations of CCNY function in neuronal systems.

## Materials and methods

### Cell culture

HEK 293T cells were grown in DMEM (HyClone) supplemented with 10% fetal bovine serum. Hippocampal neuron cultures were prepared from E18 Sprague-Dawley (SD) rat embryos and maintained for 14–21 days *in vitro* (DIV) [11]. All experiments handling animals and their embryos were performed in accordance with the guidelines and regulations of the Korea Institute of Science and Technology (KIST). All experimental protocols were approved by the KIST Institutional Animal Care and Use Committee (IACUC; approval number 2016–065).

### DNA constructs

The same constructs from our previous study [11] were used for CCNY-WT-EGFP, FUGW-CCNY-WT, and FUGW-CCNY-shRNA.

### Immunocytochemistry

For staining endogenous PSD-95, hippocampal neurons on coverslips were fixed with 4% paraformaldehyde/4% sucrose in phosphate-buffered saline (PBS) for 15–20 min at room temperature and permeated with 0.1% TritonX-100 in PBS for 10 min at room temperature. Neurons were then incubated with mouse anti-PSD-95 (MA1-046, Thermo fisher scientific, 1:200) in PBS containing 5% normal donkey serum for 1 hr at room temperature. Anti-mouse Cy3-conjugated secondary antibody (1:300) was applied for 45 min at room temperature. Coverslips were then mounted on slide glasses for imaging.

### Production of lentivirus

Lentivirus expressing EGFP, CCNY-WT-EGFP or CCNY-shRNA-EGFP was generated as described in our previous study [11]. Briefly, lentiviral vector FUGW, FUGW harboring CCNY-WT or CCNY-shRNA, the packaging vector Δ8.9, and VSVG envelope glycoprotein vector were co-transfected into HEK 293T cells using X-tremeGENE HP DNA transfection reagent (Roche). Thirty six to 48 hours after transfection, supernatants containing the lentivirus were harvested, aliquoted, and stored at −80°C.

### Sample preparation for RNA-seq

Cultured hippocampal neurons were infected with lentivirus expressing EGFP, CCNY-WT-EGFP or CCNY-shRNA-EGFP at DIV5-6, and the neuronal cell lysates were harvested at DIV14 for total RNA isolation and subsequent RNA-seq.

### RNA extraction, cDNA library construction, RNA-Seq and data analysis

RNA-seq was performed as described [23]. Total RNA was isolated using the RNeasy kit (Qiagen, Valencia, CA), the RNA-seq library was prepared using the TruSeq RNA Sample Prep Kit (Illumina, San Diego, CA, USA) and the sequencing was performed based on Illumina NextSeq500 platform to generate 150-bp paired-end reads. The sequenced reads were mapped to the Rat genome (rn4) using TopHat 2, and the gene expression levels were calculated using Cufflinks [24, 25]. The cuffdiff module in the cufflinks package was used to select differentially expressed genes (DEGs) from the RNA-seq data which cover the total 17,066 genes. Meanwhile, the FPKM value of each gene was floored to 1, and log2-transformed for further analysis. Heat maps were constructed using Mev [26]. Statistical analyses and graph construction were performed using R (v. 3.1.0) and PYTHON (v. 2.7.6).

### Bioinformatic analysis

To extract the over-represented (enriched) biological annotation terms and pathways from DEGs, the Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resources v6.7 (https://david.ncifcrf.gov) [27, 28] was applied for the Gene ontology (GO) analysis on the basis of three categories, including biological process, cellular component and molecular function and also for the Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis [29, 30]. The enriched GO terms and enriched KEGG pathways were first identified based on the uncorrected P-values, and only the terms and pathways that are likely related to mainly neuronal functions and broadly cell proliferation were represented as figures (S2–S4 Figs). Some of the identified terms and pathways from the S2–S4 Figs are also presented as Tables, including the individual genes belonging to each term and pathway (S1 and S2 Tables). RNA-seq data were closely investigated for all individual genes belonging to the terms and pathways listed in S1 and S2 Tables. Then, genes showing apparent disparity in the transcript levels between control, CCNY-WT overexpression, and CCNY knockdown samples were chosen for quantitative real-time PCR (qRT-PCR) validations. Only the genes showing statistical significance between the samples of control, CCNY-WT overexpression, and CCNY knockdown in mRNA levels quantified by qRT-PCR were presented as data in this study. The result of Cxcl1 gene showing no significance between the samples was included in the data as a control, which is consistent with the reported study [31].

### RNA-seq data access

RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession number GSE84850.

### Quantitative Real-Time PCR (qRT-PCR) and analysis

Cultured hippocampal neurons infected with lentivirus expressing EGFP, CCNY-WT-EGFP or CCNY-shRNA-EGFP for 7–8 days were harvested. Total RNA was extracted using RNAiso Plus (TaKaRa, Japan) according to the manufacturer’s instructions and was reverse transcribed into cDNA using the the PrimeScript II 1^st^ strand cDNA synthesis kit (TaKaRa, Japan). The qRT-PCR was performed using Power SYBR Green PCR Master Mix (Thermo fisher scientific). The reaction mixture contained 0.5 μl of cDNA corresponding to 75 ng of total RNA, 150 nM of each gene-specific primers and 2x Power SYBR Green PCR Master Mix in a total volume of 20 μl. The cycling parameters of StepOnePlus Real-Time PCR System (Applied Biosystems) were as follows: 95°C for 10 min, followed by 40 cycles of 95°C for 15 sec and 60°C for 1 min. Relative expression level was calculated according to the 2^−ΔΔCT^ algorithm based on the expression of glyceraldehyde 3-phosphate dehydrogenase (GAPDH) gene, which did not show differential expression among samples in the study. Experiments were independently performed 3 times with duplicates each time. Primer sets used for qRT-PCR are listed in S3 Table.

### Immunoblot analysis

Equal amounts of protein denatured in SDS sample buffer were applied to SDS-PAGE, transferred onto a PVDF membrane, and applied to immunoblot reactions. Protein bands were visualized by a chemiluminescence method (Millipore or Thermo fisher scientific) and an imaging documentation system (ImageQuant LAS 4000, GE healthcare). Primary antibodies against CCNY (Proteintech group), GFP (Roche) or β-tubulin (Abcam) were used.

## Results

### Experimental model system for RNA-seq based transcriptome analysis

CCNY is unexpectedly expressed in non-proliferating neuronal cells [11]. However, there are only few reports on the function of CCNY in neuronal systems, which include its regulation of synapse remodeling and hippocampal LTP [9–11]. Therefore, further investigation on the neuronal functions of CCNY is indispensable. For this aim, we first searched for systematic information of gene sets that are possibly regulated by CCNY in the hippocampal neurons; the region of hippocampus was chosen based on the previous report on the function of CCNY in hippocampal LTP [11]. We lentivirally overexpressed or knockdowned CCNY in the primary cultured hippocampal neurons (Fig 1a) and confirmed that CCNY mRNA (Fig 1b; EGFP control, 1.0 ± 0.012; CCNY-WT, 27.87 ± 5.365; CCNY-shRNA, 0.37 ± 0.063) and protein levels (Fig 1c) were significantly enhanced and reduced in neurons overexpressing and knocking down CCNY, respectively. Consistent with the previous report showing the existence of CCNY in the postsynaptic subcellular fraction [11], CCNY wild-type (CCNY-WT) localizes adjacent to the endogenous postsynaptic density protein-95 (PSD-95) (Fig 1d), supporting the value of systematic analysis on putative neuronal functions of CCNY.

**Fig 1:**
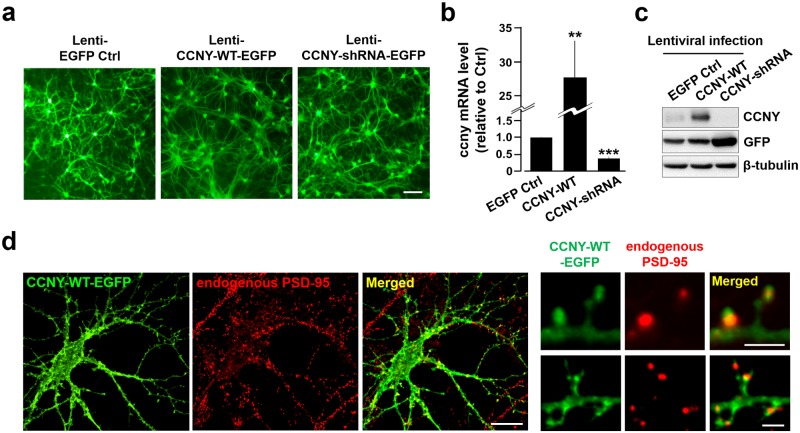
Experimental model systems for RNA-seq based transcriptome analysis. (**a**) Cultured hippocampal neurons expressing EGFP (Lenti-EGFP Ctrl), CCNY-WT-EGFP (Lenti-CCNY-WT-EGFP) or CCNY-shRNA-EGFP (Lenti-CCNY-shRNA-EGFP) via lentiviral expression system. (**b**,**c**) Relative levels of mRNA (**b**) and protein (**c**) of CCNY from the neurons infected with lentivirus expressing EGFP, CCNY-WT-EGFP or CCNY-shRNA-EGFP. n = 5 from 3 independent experiments. **p<0.01 relative to control, ***p<0.005 relative to control, student’s *t* test. Refer to the S9 Fig for the full-length blots of (**c**). (**d**) CCNY-WT exists in the spines near the endogenous PDS-95 in cultured hippocampal neurons, supporting the value of the study on systematic analysis for putative neuronal functions of CCNY. Scale bars, 20 and 2 μm for the whole neuronal and enlarged images, respectively.

### Up- and down-regulated genes by CCNY in the hippocampal neurons

We next aimed to obtain the profile of genes that are regulated by CCNY in hippocampal neurons and thus performed RNA-seq from each hippocampal neuronal samples that are CCNY overexpressed or CCNY knocked down. 

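Primary hippocampal neurons were cultured from Sprague-Dawley rat embryos at embryonic day 18. They were infected on day 5 or 6 in vitro with lentivirus carrying EGFP alone, CCNY-WT-EGFP or CCNY-shRNA-EGFP, and RNA was taken on day 14. Each of the 3 conditions was sequenced as 2 libraries (replicates 1 and 2), in 150-bp paired-end reads. The authors aligned the reads to the rat genome build rn4 with TopHat 2 and computed 1 FPKM value per gene and library with Cufflinks. The deposited table lists 17066 genes by symbol and holds no read counts, so the number of reads behind each library is unknown. The FPKM values of weakly expressed genes were whole-number multiples of the value that 1 fragment gives, from which the depth relative to EGFP replicate 1 was estimated. It was 1.09 in EGFP replicate 2, 1.32 and 0.933 in CCNY-WT replicates 1 and 2, and 0.818 and 1.15 in CCNY-shRNA replicates 1 and 2. Between 9955 and 10002 genes per library had an FPKM of at least 1, and between 4672 and 5049 genes were listed at 0. The FPKM values summed to 544167 and 543901 in EGFP, 645435 and 554194 in CCNY-WT, and 543567 and 566287 in CCNY-shRNA. The gene Bc1 alone made up 15.1% of the sum in CCNY-WT replicate 1, which was 547887 without it. For genes with a mean FPKM of 30 to 100, the robust SD of the log2 ratio between replicates was 0.109 in EGFP, 0.102 in CCNY-WT and 0.134 in CCNY-shRNA. Between libraries of different conditions it ranged from 0.0988 to 0.145 for EGFP and CCNY-WT, and from 0.145 to 0.222 for EGFP and CCNY-shRNA. As the paper's methods state, FPKM values were floored to 1 and log2-transformed before further analysis. The paper's own counts of genes were matched exactly by log2(FPKM + 1) and not by the floor. Genes of its lists that miss the threshold with the floor therefore reflect this choice of scale. Differences between conditions were tested with limma, which estimated the spread over all 6 libraries, for the 10188 genes with an FPKM of at least 1 in 2 or more libraries. Its p-values were adjusted by the Benjamini-Hochberg method.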

Gene expression level was calculated as the fragments per kilobase of transcript per million fragments mapped (FPKM). 

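The FPKM of Ccny was 43.1 and 42.3 in the EGFP libraries, 108 and 109 in the CCNY-WT libraries and 5.98 and 6.19 in the CCNY-shRNA libraries. The mean was 42.7 ± 0.601 (SD, n = 2) in EGFP, 109 ± 0.611 in CCNY-WT and 6.09 ± 0.148 in CCNY-shRNA. The log2 change relative to EGFP was 1.35 in CCNY-WT (standard error 0.0658, limma adjusted p = 4.61e-04) and -2.81 in CCNY-shRNA (standard error 0.0658, limma adjusted p = 1.57e-06). With each library left out in turn, these changes stayed between 1.33 and 1.36 and between -2.84 and -2.79. Taking log2(FPKM + 1) in place of the floor moved the change in CCNY-shRNA most, to -2.62. The table gives 1 value per gene and library, so the transcript of the lentiviral insert and the endogenous transcript were not told apart.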

We found that the log_2_FPKM of CCNY is enhanced in the CCNY overexpressed neurons whereas it is reduced in the CCNY knocked down neurons (S1a Fig). The fold change (fc) was calculated by subtracting the FPKM value of EGFP control from the FPKM value of CCNY-EGFP overexpression or CCNY shRNA-mediated knockdown samples. Differentially expressed genes (DEGs) were selected by setting |log_2_fc| ≥ 0.3 and |log_2_fc| ≥ 0.33 for CCNY overexpression and knockdown, respectively. 

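Over all 17066 genes, 478 genes rose and 394 fell by at least 0.3 in mean log2FPKM in CCNY-WT, and 570 rose and 782 fell by at least 0.33 in CCNY-shRNA. These counts involve no test. Of the alternatives, a threshold of 1 on the log2 scale lowered them most, to 7 up-regulated and 9 down-regulated genes in CCNY-WT and 15 and 26 in CCNY-shRNA, and log2(FPKM + 0.1) in place of the floor raised them most, to 1494 and 1424 and to 1491 and 1911. As a measure of the spread between replicates, the same 4 libraries were also split into mixed pairs of 1 EGFP and 1 infected library of the condition, in which the effect of the condition cancels. The 2 mixed splits gave 729 and 765 genes past the threshold for CCNY-WT, against 872 for the condition itself. For CCNY-shRNA they gave 716 and 759 genes, against 1352. Among genes with a mean FPKM of 5 or more, the CCNY-WT comparison gave 293 genes and its mixed splits 200 and 217, while the CCNY-shRNA comparison gave 658 and its mixed splits 195 and 233.

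**Figure D1:**
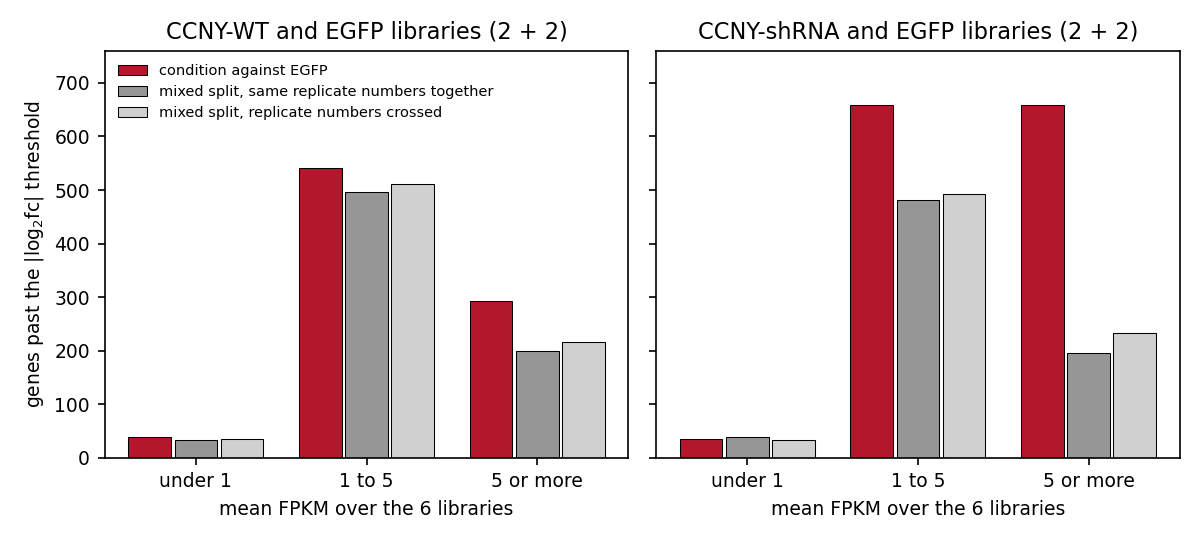
Number of genes past the log2 threshold (y axis) by mean FPKM over the 6 libraries (x axis) for CCNY-WT (left) and CCNY-shRNA (right). Red bars compare the condition with EGFP, and gray bars are the mixed splits of the same 4 libraries; at a mean FPKM of 1 to 5 the CCNY-WT bar stands at 541 beside 496 and 512, and at 5 or more the CCNY-shRNA bar stands at 658 beside 195 and 233.

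With limma's test, Ccny was the only gene past an adjusted p of 0.05 in CCNY-WT, and 0 genes were down-regulated, while 390 genes rose and 306 fell at an unadjusted p under 0.05. With no effect at all, a share of 0.05 of the 10188 genes tested would pass the unadjusted cutoff. In CCNY-shRNA, 17 genes rose and 59 fell past the adjusted threshold. Between CCNY-shRNA and CCNY-WT directly, 2 genes were higher and 20 lower in CCNY-shRNA. Among genes past the adjusted threshold, the largest rises in CCNY-shRNA were those of Mgp (log2 change 1.94, standard error 0.204, adjusted p = 0.0144), Ggact (0.88, standard error 0.138, adjusted p = 0.0439) and Stx8 (0.67, standard error 0.107, adjusted p = 0.0441). The FPKM of Mgp was 4.07 and 5.11 in EGFP, 8.15 and 8.21 in CCNY-WT, and 14.3 and 21.5 in CCNY-shRNA. All 3 genes were also higher in CCNY-WT than in EGFP, by 0.84, 0.71 and 0.40, with adjusted p-values of 0.614, 0.394 and 0.645. Besides Ccny, the largest falls in CCNY-shRNA among genes past the adjusted threshold were those of Gpd1l (-1.29, standard error 0.121, adjusted p = 0.0112) and Itgb8 (-1.29, standard error 0.193, adjusted p = 0.0425). The FPKM of Gpd1l was 50.0 and 42.0 in EGFP, 45.7 and 40.1 in CCNY-WT, and 17.0 and 20.5 in CCNY-shRNA. Itgb8 lay near the floor, at 2.76 and 2.47 in EGFP and 1.02 and 1.11 in CCNY-shRNA.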

With these criteria, the total of 442 up-regulated and 375 down-regulated DEGs in CCNY-WT-overexpressing neurons and 529 up-regulated and 671 down-regulated DEGs in CCNY-shRNA-knockdown neurons were identified (S1b Fig), and the differential expression profiles demonstrating up- and down-regulations by CCNY overexpression (Fig 2a) or knockdown (Fig 2b) were displayed.

**Fig 2:**
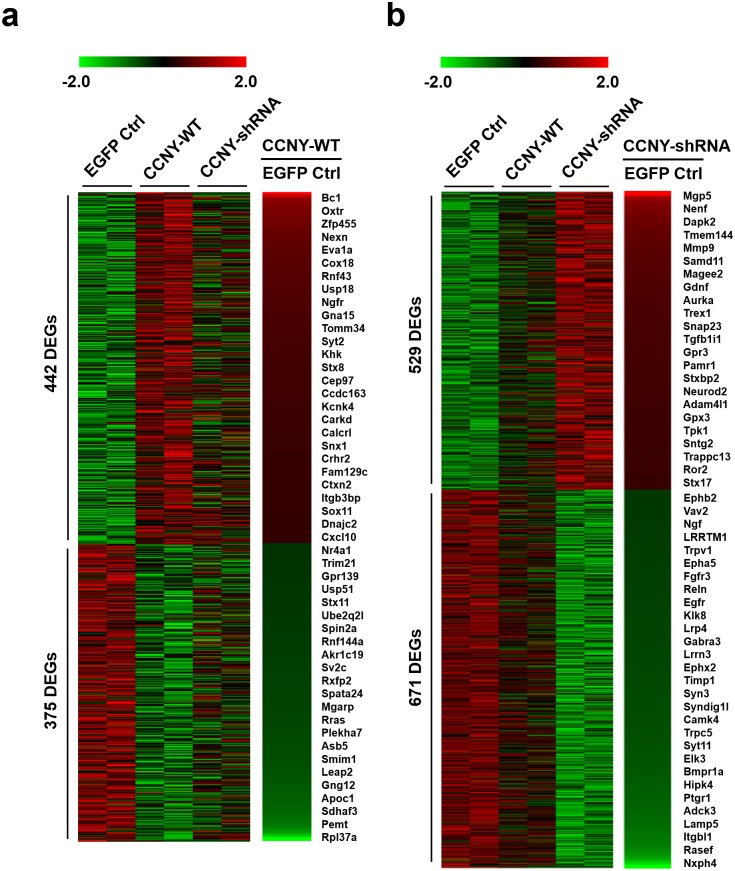
Up- and down-regulated genes by CCNY in the hippocampal neurons. (**a**,**b**) Heatmaps of differentially expressed genes (DEGs) for up- or down-regulated genes by CCNY overexpression (**a**) or knockdown (**b**). Selected gene names are listed on the right side of the heatmaps. Red indicates up-regulated gene expression level, whereas green indicates down-regulated gene expression level. The values of log_2_FPKM were normalized to the value ranges from minimum -2.0 to maximum +2.0.

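Beside the CCNY-WT heatmap, 27 up-regulated and 23 down-regulated genes are named. With FPKM floored to 1, 18 of the 27 and 17 of the 23 passed the threshold of 0.3, and 7 and 2 of the named genes had an FPKM under 1 in every library. With log2(FPKM + 1), all 27 and all 23 passed it. None of these names passed limma's adjusted threshold over all genes in CCNY-WT, where 10 of the 18 tested up-regulated and 9 of the 17 tested down-regulated genes had an unadjusted p under 0.05. Adjusted over the list alone, 9 and 3 of them passed. Bc1, named as up-regulated, had an FPKM of 97548 in CCNY-WT replicate 1 and was listed at 0 in the other 5 libraries. Rpl37a, named as down-regulated, had an FPKM of 24.5 in EGFP replicate 1 and of 0.0101 or less in every other library. Pemt, also named as down-regulated, had an FPKM of 17.8 in EGFP replicate 2 and 11.1 in CCNY-shRNA replicate 2 and was listed at 0 elsewhere. Beside the CCNY-shRNA heatmap, 21 up-regulated and 29 down-regulated genes are named. Of these, 16 and 25 passed the threshold of 0.33 with the floor, and all 21 and all 29 with log2(FPKM + 1). Of the 16 up-regulated genes tested, 10 had an unadjusted p under 0.05 and 6 passed when adjusted over the list alone, but 0 passed over all genes tested. Of the 25 down-regulated genes tested, 21 passed when adjusted over the list alone, and 2, Lrrn3 and Itgbl1, passed over all genes tested. The FPKM of Itgbl1 was 59.5 and 66.9 in EGFP and 40.1 and 42.8 in CCNY-shRNA (log2 change -0.61, standard error 0.0753, limma adjusted p = 0.0231). The paper chose these names on the same libraries, so a count adjusted over the list alone is not independent evidence.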

### CCNY-mediated regulation of biological processes, including apoptosis and learning or memory

To better understand the function of CCNY in neuronal cells, we used the Database for Annotation, Visualization and Integrated Discovery (DAVID) functional annotation tool for conducting the Gene ontology (GO) analysis on the basis of three categories, including biological process, cellular component, and molecular function [32] from each sets of DEGs shown in Fig 2. 

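S1 Table lists 15 genes under positive regulation of apoptosis as up-regulated by CCNY overexpression and 20 as down-regulated by CCNY knockdown. Of the 15 genes, 5 had an FPKM under 1 in all libraries and so showed no change after flooring, and 9 rose past the threshold in CCNY-WT. The median log2 change of the 15 was 0.39, with values from 0 to 0.89. In limma's test, which covered 9 of them, 5 passed when adjusted over the list alone and 0 when adjusted over all genes, with 6 at an unadjusted p under 0.05. Cebpg had the smallest p of these, with an FPKM of 19.7 and 20.5 in EGFP and 27.2 and 25.6 in CCNY-WT (log2 change 0.39, standard error 0.0745, limma adjusted p = 0.359). Ubb had FPKM values of 1545 and 1578 in EGFP and 1969 and 2327 in CCNY-WT, but 2562 and 1318 in the CCNY-shRNA replicates. Of the 20 genes listed for CCNY-shRNA, 17 fell past the threshold, with a median log2 change of -0.46. Here limma's test covered 18 genes, of which 10 passed when adjusted over the list alone and 2 over all genes. These were Prkca, with 90.0 in each EGFP library against 62.5 and 59.9 (log2 change -0.56, standard error 0.0556, limma adjusted p = 0.0112), and Cd24, with 97.8 and 105 against 68.2 and 72.9 (-0.52, standard error 0.0631, limma adjusted p = 0.0227). The genes of S1 Table were chosen on these libraries, so counts adjusted over the list alone are not independent evidence. Of the 15 genes up-regulated in CCNY-WT, 2 (Crh and Ngfr) fell past the threshold in CCNY-shRNA, and the median log2 change of the 15 there was 0.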

Positive regulation of apoptosis in biological process, extracellular region/space in cellular component, hormone activity, cytokine activity, pattern binding, polysaccharide binding, glycosaminoglycan binding, growth factor activity, protein dimerization activity, voltage-gated ion channel activity, peptide receptor activity, metal ion transmembrane transporter activity, and carbohydrate binding in molecular function were selected as the GO terms that are significantly up-regulated by CCNY overexpression while down-regulated by CCNY knockdown (S2a Fig). In addition, regulation of apoptosis and regulation of cell proliferation in biological process and extracellular space in cellular component were selected as the GO terms that are both significantly up-regulated by CCNY knockdown and down-regulated by CCNY overexpression (S2b Fig). 

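Under regulation of apoptosis, S1 Table lists 24 genes as up-regulated by CCNY knockdown and 19 as down-regulated by CCNY overexpression. In CCNY-shRNA, 13 of the 24 rose past the threshold, 6 lay under an FPKM of 1 in every library, and the median log2 change was 0.38. Limma tested 15 of them, and 11 passed when adjusted over the list alone and 2 over all genes. These were Cebpg (log2 change 0.49, standard error 0.0745, limma adjusted p = 0.0425), which is also listed as up-regulated by overexpression, and Sod1 (0.41, standard error 0.0644, limma adjusted p = 0.0439). The FPKM of Sod1 was 376 and 346 in EGFP, 405 and 381 in CCNY-WT, and 471 and 484 in CCNY-shRNA. Nupr1 rose in both conditions, from 0.778 and 0.355 in EGFP to 2.66 and 1.25 in CCNY-WT and 2.85 and 3.69 in CCNY-shRNA, which after flooring is a limma adjusted p of 0.725 and 0.0717. In CCNY-WT, 12 of the 19 genes fell past the threshold and 5 lay under an FPKM of 1 throughout. Among the 12 that limma tested, 5 had an unadjusted p under 0.05 and 0 passed over the list alone or over all genes. The smallest p adjusted over that list was 0.108. Of the 24 genes raised in CCNY-shRNA, Fadd alone fell past the threshold in CCNY-WT, with FPKM values of 3.85 and 4.69 in EGFP, 2.92 and 3.79 in CCNY-WT, and 6.67 and 5.82 in CCNY-shRNA.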

Using qRT-PCR, we further revealed that the mRNA expression levels of genes such as Acvr1c, Crh, Crhr1, Fcgr2a, Gch1, Gnrh1, Mmp9, Rxfp2, Sphk1, Btc, Nupr1, and Chek2 belonging to the (positive) regulation of apoptosis in our analysis (S1 Table) were regulated by CCNY (Fig 3a). These data suggest a role of CCNY in apoptosis, which is highly plausible based on the previous reports showing the regulation of synaptic plasticity such as LTP and long-term depression (LTD) by a signaling pathway involving apoptotic molecules [33, 34].

**Fig 3:**
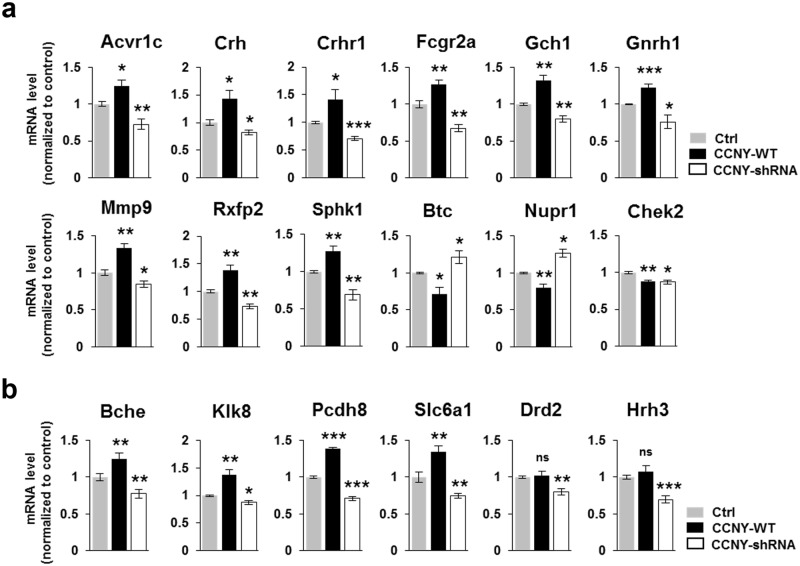
CCNY affects the biological processes related to apoptosis, and learning or memory in hippocampal neurons. (**a**,**b**) Validation of several genes in GO terms regulated by CCNY. qRT-PCR validations of several genes belonging to the term “(positive) regulation of apoptosis” in up-regulated GO terms by CCNY overexpression or down-regulated GO terms by CCNY knockdown (**a**), the term “learning or memory” in down-regulated GO terms by CCNY knockdown and the term “regulation of synaptic plasticity” in down-regulated GO terms by CCNY knockdown (**b**). Refer the S1 Table.

In addition to the terms mentioned above, the GO terms related to neuronal functions, including learning or memory, regulation of synaptic plasticity, neuron development, regulation of neurological system process, and/or positive regulation of glutamatergic synaptic transmission in biological process were also significantly enriched in the down-regulated DEGs by CCNY knockdown or overexpression (S2a Fig), which could be predicted from the previous reports showing the CCNY functions in synapse formation, elimination and plasticity [9–11]. 

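S1 Table lists 14 genes under learning or memory as down-regulated by CCNY knockdown, and 13 of them fell past the threshold, with a median log2 change over the 14 of -0.48. All 13 were lower in CCNY-shRNA than in EGFP in all 4 pairings of libraries. Limma tested the same number, with 11 past the threshold when adjusted over the list alone. Prkca and Pcdh8 were among those that passed over all genes. The FPKM of Pcdh8 was 130.0 ± 1.24 (SD, n = 2) in EGFP, 128.4 ± 0.666 in CCNY-WT, and 97.3 and 79.0 in the CCNY-shRNA libraries (log2 change in CCNY-shRNA -0.57, standard error 0.0904, limma adjusted p = 0.0439). Klk8 lay under an FPKM of 1 in every library, at 0.452 and 0.138 in EGFP and 0 in both CCNY-shRNA libraries. The 8 genes listed under regulation of synaptic plasticity all fell past the threshold in CCNY-shRNA, by a median of -0.40. Each of the 8 passed when adjusted over the list alone and 0 passed over all genes, although all 8 had an unadjusted p under 0.05. Bcan came closest, with 28.5 and 29.2 in EGFP against 21.8 in each CCNY-shRNA library (-0.41, standard error 0.0752, limma adjusted p = 0.0600). Of the 6 genes listed under learning or memory for CCNY-WT, 4 fell past the threshold, and 0 passed over the list alone or over all genes, with 2 at an unadjusted p under 0.05. In CCNY-WT, the median log2 change of the 14 genes listed for knockdown was -0.20. Genes of neuron development and of glutamatergic transmission are not listed in S1 Table and were not analysed here.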

Several genes (Bche, Klk8, Pcdh8, Slc6a1, Drd2, and Hrh3) belonging to the terms such as learning or memory, and synaptic plasticity (S1 Table) were further validated to be regulated by CCNY using qRT-PCR (Fig 3b).

### CCNY-mediated regulation of pathways for the regulation of actin cytoskeleton, focal adhesion, and Extracellular Matrix (ECM)-receptor interaction

We next carried out the Kyoto encyclopedia of genes and genomes (KEGG) pathway enrichment analysis [29, 30] to identify enriched metabolic or signaling pathways in each sets of DEGs shown in Fig 2. 

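S2 Table lists 8 genes of the regulation of actin cytoskeleton as up-regulated by CCNY overexpression and 13 as down-regulated by CCNY knockdown. In CCNY-WT, 5 of the 8 rose past the threshold, and 4 could be tested with limma, of which 3 passed when adjusted over the list alone and 0 over all genes, with 3 at an unadjusted p under 0.05. Ins2, 1 of the 5, had an FPKM of 2.01 in CCNY-WT replicate 1 and was listed at 0 in the other libraries. Wasl was higher than in EGFP (16.5 and 13.1) in both conditions, with 22.1 and 18.0 in CCNY-WT and 18.5 and 20.1 in CCNY-shRNA, at a limma adjusted p of 0.725 in CCNY-WT. In CCNY-shRNA, 11 of the 13 genes fell past the threshold, by a median over the 13 of -0.51, and 10 of the 11 tested passed over the list alone and 1, Itgb8, over all genes. Gsn had an FPKM of 59.7 and 68.5 in EGFP, 68.5 and 67.1 in CCNY-WT, and 46.1 and 50.7 in CCNY-shRNA (log2 change in CCNY-shRNA -0.40, standard error 0.0809, limma adjusted p = 0.0717). For the chemokine signaling pathway, 7 genes are listed for CCNY overexpression and 11 for knockdown. In CCNY-WT, 4 of the 7 passed the threshold and the other 3 (Ccl1, Pik3r5 and Cxcl10) lay under an FPKM of 1 in every library; 2 of the 4 tested passed over the list alone and 0 over all genes, with 2 at an unadjusted p under 0.05. Among the 11 genes, 10 fell past the threshold in CCNY-shRNA, 8 passed over the list alone and 1, Rasgrp2, over all genes. Rasgrp2 had 15.3 and 15.1 in EGFP, 14.7 and 15.7 in CCNY-WT, and 8.72 and 9.39 in CCNY-shRNA (-0.75, standard error 0.102, limma adjusted p = 0.0321). In both lists, Ccl2 and Ccl7 passed the thresholds in opposite directions. The FPKM of Ccl2 was 7.71 and 5.48 in EGFP, 6.50 and 12.3 in CCNY-WT, and 3.14 and 5.93 in CCNY-shRNA, so the spread between replicates was as large as the difference between the conditions. The paper chose both lists on these libraries, and the counts adjusted over the list alone are not independent evidence.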

Regulation of actin cytoskeleton and chemokine signaling pathway were selected as the KEGG pathways that are up-regulated by CCNY overexpression while down-regulated by CCNY knockdown (S3a Fig). In addition, neuroactive ligand-receptor interaction, calcium signaling pathway, cytokine-cytokine receptor interaction, focal adhesion, ECM-receptor interaction, axon guidance, melanoma, antigen processing and presentation were identified as the KEGG pathways that are significantly down-regulated by CCNY knockdown (S3a Fig). 

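Of the 15 genes that S2 Table lists under cytokine-cytokine receptor interaction, 9 fell past the threshold in CCNY-shRNA and 6 lay under an FPKM of 1 in every library. In limma's test of 9 genes, 7 passed when adjusted over the list alone and 0 over all genes, with 7 at an unadjusted p under 0.05. Ifngr2 had the smallest p, with 41.8 and 45.3 in EGFP and 34.3 and 33.1 in CCNY-shRNA (log2 change -0.37, standard error 0.0723, limma adjusted p = 0.0672). Under focal adhesion, 11 of 14 genes fell past the threshold, by a median over the 14 of -0.56. Here 9 of the 11 tested passed over the list alone, and 2 (Prkca and Itgb8) passed over all genes. All 8 genes listed under ECM-receptor interaction fell past the threshold, by a median of -0.60, with 7 past the adjustment over the list alone and Itgb8 over all genes. Reln, in both of these lists, had 33.0 and 35.2 in EGFP, 32.4 and 29.1 in CCNY-WT, and 27.7 and 25.2 in CCNY-shRNA (log2 change in CCNY-shRNA -0.37, standard error 0.0867, limma adjusted p = 0.0915). As the paper chose these lists on the same libraries, the adjustment over the list alone gives no independent evidence. In CCNY-WT, the median log2 changes of the same lists were -0.02, -0.14 and -0.16. The other pathways are not listed gene by gene in S2 Table and were not analysed here.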

DNA replication, systemic lupus erythematosus, and SNARE interactions in vesicular transport were significantly enriched as up-regulated KEGG pathways by CCNY knockdown, whereas neuroactive ligand-receptor interaction, allograft rejection, and autoimmune thyroid disease were significantly enriched as down-regulated KEGG pathways by CCNY overexpression (S3b Fig).

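The genes of DNA replication and of SNARE interactions are not listed in S2 Table, so lists of these genes written from general knowledge before the data were examined were used. Of 35 DNA replication genes, 28 could be tested, and 18 of these were higher in CCNY-shRNA than in EGFP, with a median log2 change of 0.12. Camera, a gene set test of limma with a preset correlation between genes of 0.01, gave p = 0.0175 (adjusted p = 0.0700 over 10 lists in both conditions). This adjusted p was 0.0475 with log2(FPKM + 1), 0.0471 with log2(FPKM + 0.1), 0.0480 with the filter on mean FPKM and 0.0396 with quantile normalization, but 0.0877 after scaling to one upper quartile and 0.0705 with the replicate block. Fen1, Pold3, Prim2, Rfc4, Rnaseh1 and Ssbp1 rose past the threshold, which is 21.4% of the list against 5.46% of the 10437 genes with an FPKM over 1 in at least 1 library (two-sided Fisher's exact test, p = 0.00347), and 2 genes of the list fell past it. Of 36 SNARE genes, 33 could be tested, and 23 were higher in CCNY-shRNA, with a median log2 change of 0.10 (adjusted p = 0.0138). Bet1l, Snap23, Stx17 and Stx8 rose past the threshold, 12.1% of the list (Fisher's exact test, p = 0.103). Under fry, a gene set test that takes the correlation between genes from the data, the 2 lists had an unadjusted p of 0.00477 and 0.0310 in CCNY-shRNA, but an adjusted p of 0.0955 and 0.156. Under camera with an estimated correlation the unadjusted p was 0.0752 and 0.157 (adjusted p = 0.595 for both). The SNARE genes were also higher in CCNY-WT, where 25 of 33 rose (camera adjusted p = 0.0138), but with a fry p of 0.108 and, with an estimated correlation, a camera p of 0.175. The DNA replication genes gave a camera p of 0.189 in CCNY-WT, and a difference between the conditions was not tested.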

Since the role of CCNY in AMPA receptor trafficking and LTP [11] is known to be mediated by actin cytoskeleton [35–38] and CCNY localizes adjacent to the PSD (Fig 1d) [11], we further validated the genes (S2 Table) belonging to the pathways for regulation of actin cytoskeleton (Iqub, Itgb5, Itgb8, Pik3r5, Vav2; Arpc1b, Chrm4, Chrm5, Gsn; Mylpf, Wasl) (Fig 4a; S3, S5 and S6 Figs) and focal adhesion/ECM-receptor interaction (Flt1, Met, Reln, and Sdc4) (Fig 4b; S7 and S8 Figs), respectively, by qRT-PCR. Moreover, previous studies have reported CCNY as an inhibitory regulator for LTP [11], which has been assumed as a cellular model for learning and memory, and the altered levels of several cytokines in memory-deficit Alzheimer’s disease (AD) mouse model [31] that led us to further validate several genes (Ccl2, Ccl7 and Cxcl1; S2 Table) belonging to chemokine signaling pathway in S3a Fig and additional cytokine genes (Ccl3, Ccl5 and Ccl11) reported in the cytokines-AD study [31] (Fig 5). Interestingly, we found that the cytokines that were altered in the AD mouse model [31] were also shown to be regulated by CCNY, suggesting a possible role of CCNY in the AD mouse model.

**Fig 4:**
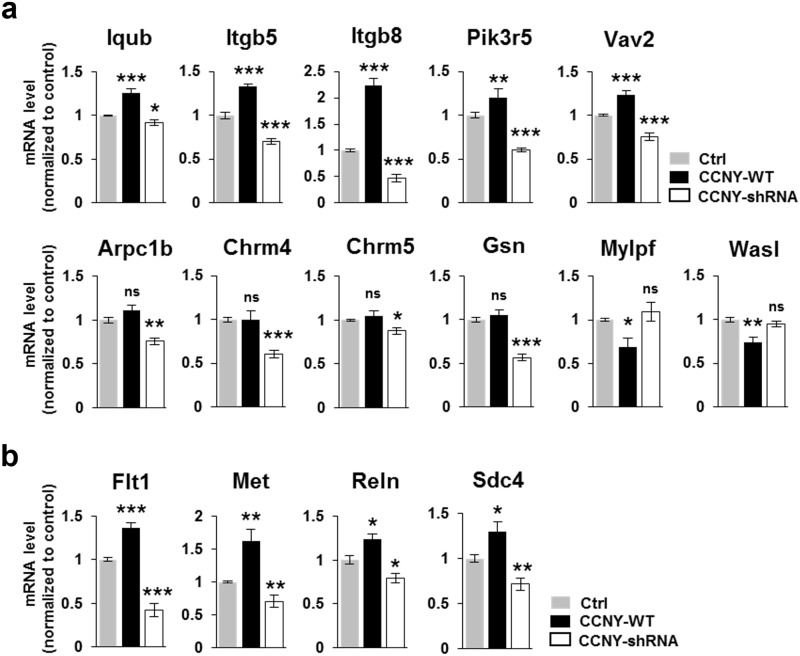
CCNY affects the pathways for the regulation of actin cytoskeleton, focal adhesion, and Extracellular Matrix (ECM)-receptor interaction in hippocampal neurons. (**a**,**b**) Transcript levels of several genes from “regulation of actin cytoskeleton” pathway (**a**) and “focal adhesion” and “ECM-receptor interaction” pathways (**b**) were analyzed by qRT-PCR. n = 3–5 from 3 independent experiments. *p<0.05 relative to control, **p <0.01 relative to control, ***p <0.001 relative to control, ns, not significant, student’s *t* test. Refer the S2 Table.

**Fig 5:**
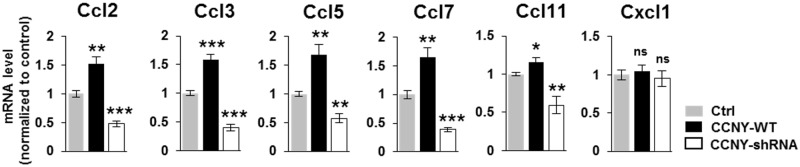
CCNY regulates genes related to Alzheimer’s Disease (AD) in hippocampal neurons. qRT-PCR results of several cytokine genes in the chemokine signaling pathway (S3a Fig) or genes related to AD from CCNY overexpression or knockdown samples. n = 3–5 from 3 independent experiments. *p<0.05 relative to control, **p <0.01 relative to control, ***p <0.001 relative to control, ns, not significant, student’s *t* test. Refer the S2 Table.

### Analysis of overlapping DEGs regulated by CCNY overexpression and knockdown

Among 442 DEGs that were up-regulated by CCNY overexpression, 153 and 11 genes were up- and down-regulated, respectively, by CCNY knockdown. Among 375 DEGs that were down-regulated by CCNY overexpression, 145 and 6 genes were down- and up-regulated, respectively, by CCNY knockdown (Fig 6a). mRNA expression levels of several genes (Prtn3, Kcnk13, Kcnj10, Ifi30, Crh, Ccl2, Ccl7 and Hand2) out of 11 that were both up-regulated by CCNY overexpression and down-regulated by CCNY knockdown (Fig 6b and 6c), and a gene (Nrl) out of 6 that were both up-regulated by CCNY knockdown and down-regulated by CCNY overexpression (Fig 6b and 6d) were further validated by qRT-PCR.

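With FPKM floored to 1, 19 genes were up-regulated by CCNY overexpression and down-regulated by knockdown, and 13 genes the reverse. Both comparisons use the same EGFP libraries, so 100 draws of unchanged groups with these libraries' spread were made. When each gene's spread was moderated across genes, the draws gave a mean of 5.15 (from 1 to 11) and 5.18 (from 1 to 11) such genes. When each gene's own deviations were used, a model chosen after seeing the data, they gave 12.8 (from 5 to 22) and 12.4 (from 4 to 23). With log2(FPKM + 1), which gave 11 and 6 such genes, the moderated draws gave 3.77 (from 0 to 10) and 4.2 (from 0 to 9). With own deviations on that scale they gave 9.61 (from 3 to 17) and 9.2 (from 2 to 16). Taking log2(FPKM + 0.1) in place of the floor raised the observed counts most, to 147 and 86, and a threshold of 1 lowered them most, to 1 and 0. Of the 17 genes named in Fig 6b, 10 were in the set found with the floor and all 17 in the set found with log2(FPKM + 1). A total of 7 genes kept opposite directions in all 4 pairings of libraries in both conditions. Limma tested 16 of the 17 directly between CCNY-shRNA and CCNY-WT, and 12 had an unadjusted p under 0.05, while 2, Ccny and Sdhaf3, passed over all genes. The FPKM of Sdhaf3 was 3.52 and 4.26 in EGFP, 0.907 and 1.27 in CCNY-WT, and 4.32 and 7.03 in CCNY-shRNA (log2 difference of CCNY-shRNA from CCNY-WT 2.29, limma adjusted p = 0.0243). Ccl7 came next, with 1.37 and 1.75 in EGFP, 2.48 and 2.93 in CCNY-WT, and 0.668 and 0.472 in CCNY-shRNA (-1.43, limma adjusted p = 0.0579). Crh had 1.33 and 1.53, 2.14 and 2.15, and 0.815 and 0.722 in the same order (-1.10, limma adjusted p = 0.108). Hand2 was listed at 0 in EGFP replicate 1 and in both CCNY-shRNA libraries, and had 3.70 in EGFP replicate 2 and 2.11 and 1.47 in CCNY-WT. Nrl stayed near or under the floor, with 0.320 and 0.585 in EGFP, 0 and 0.344 in CCNY-WT, and 1.17 and 0.830 in CCNY-shRNA, and was not tested.

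**Figure D2:**
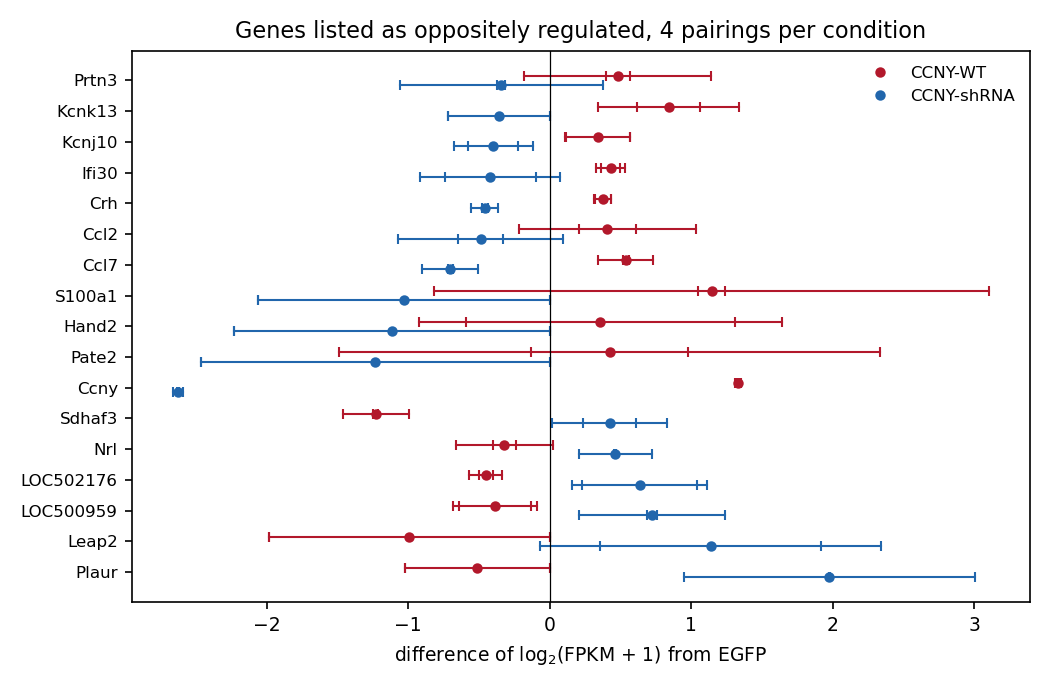
Difference of log2(FPKM + 1) from EGFP (x axis) for the 17 genes named in Fig 6b (y axis), in CCNY-WT (red) and CCNY-shRNA (blue). Ticks are the 4 pairings of a library with an EGFP library, lines their range and dots their mean; 7 of the 17 genes lie wholly on opposite sides of 0.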

**Fig 6:**
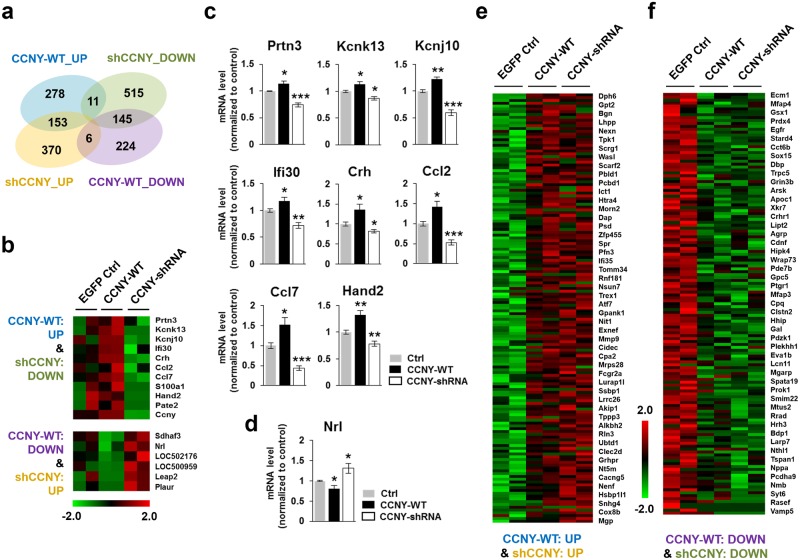
Analysis of overlapping DEGs controlled by CCNY overexpression and knockdown. (**a**) Venn diagram showing the overlaps among the four categories. (**b-d**) Some genes are oppositely regulated by CCNY overexpression and knockdown. (**b**) Heatmap for the genes overlapping up-regulated by CCNY overexpression and down-regulated by CCNY knockdown (upper). Heatmap for the genes overlapping down-regulated by CCNY overexpression and up-regulated by CCNY knockdown (lower). (**c,d**) Several genes from (**b**) were validated by qRT-PCR. n = 3–5 from 3 independent experiments. *p<0.05 relative to control, **p <0.01 relative to control, ***p <0.001 relative to control, ns, not significant, student’s *t* test. (**e**,**f**) Heatmaps for the genes overlapping up-regulated by CCNY overexpression and up-regulated by CCNY knockdown (**e**) and the genes overlapping down-regulated by CCNY overexpression and down-regulated by CCNY knockdown (**f**).

The 153 DEGs that were both up-regulated by CCNY overexpression and knockdown (Fig 6e) and the 145 DEGs that were both down-regulated by CCNY overexpression and knockdown (Fig 6f) were further analyzed for GO term enrichment (S4 Fig). It implies that a certain expression level of CCNY is important for physiological maintenance of the GO terms identified in S4 Fig.

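With FPKM floored to 1, 176 genes were up-regulated and 171 down-regulated in both conditions. Draws of unchanged groups that share the EGFP libraries gave a mean of 75.0 (from 54 to 99) genes up and 77.9 (from 58 to 102) genes down in both when each gene's spread was moderated across genes. With each gene's own deviations, they gave 125 (from 98 to 148) and 131 (from 104 to 161). When CCNY-WT and CCNY-shRNA were each compared with a different EGFP library, 133 or 123 genes were up and 121 or 127 down in both, depending on which library served which condition. In these comparisons 116 or 95 genes were up in CCNY-WT and down in CCNY-shRNA, and 80 or 65 the reverse. Each such comparison rests on fewer libraries, so more genes pass by spread alone. Across all 17066 genes, which are not independent replicates, the log2 changes of the 2 conditions had a Pearson correlation of 0.469 (Spearman 0.481). The unchanged draws gave a mean correlation of 0.502, and 79 of 100 draws were as high as the observed value. With different EGFP libraries the Pearson correlation was 0.0552 or 0.0506 (Spearman 0.139 or 0.199).

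**Figure D3:**
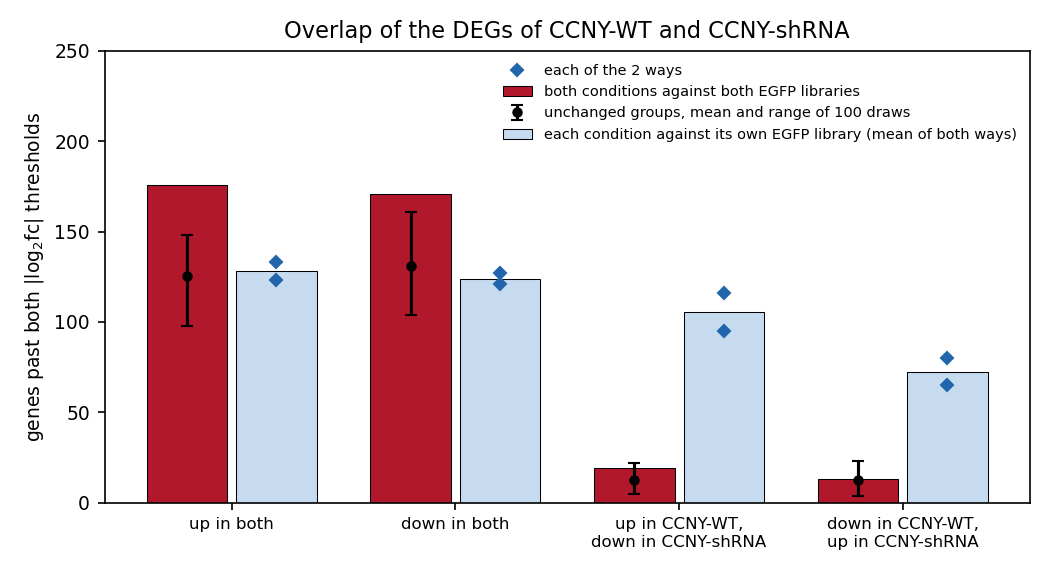
Number of genes past both log2 thresholds (y axis) by direction in the 2 conditions (x axis). Red bars use both EGFP libraries for both conditions, black dots and lines give the mean and range of 100 draws of unchanged groups with each gene's own deviations, and blue bars and diamonds use a different EGFP library for each condition; the red bars for genes changed in the same direction stand at 176 and 171, above the highest draws of 148 and 161.

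The paper carried the genes changed in the same direction by overexpression and knockdown into a GO analysis. From the enriched terms it proposes that a certain level of CCNY matters for maintaining the processes that these terms name.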

## Discussion

In the present study, for the first time, we demonstrated the expression patterns of transcripts targeted by the cyclin protein CCNY in non-proliferating hippocampal neuronal cells. By conducting bioinformatic analysis, including GO terms and KEGG pathways with the RNA-seq data, we examined the CCNY-mediated changes in transcriptome pattern and made subsequent validations on the transcript changes with qRT-PCR in hippocampal neuronal cells. We analyzed total of eight categories of the genes targeted by CCNY overexpression and/or knockdown (Fig 6a): up- or down-regulated by CCNY overexpression, up- or down-regulated by CCNY knockdown, up- or down-regulated by both CCNY overexpression and knockdown, up-regulated by CCNY overexpression and down-regulated by CCNY knockdown, and up-regulated by CCNY knockdown and down-regulated by CCNY overexpression. We thoroughly examined the patterns of analysis results and found that several GO terms and KEGG pathways should be considered significantly valuable for further investigations on their roles particularly in respect to the CCNY-mediated functional phenotypes in neuronal systems.

Through the RNA-seq, transcriptome analysis and qRT-PCR, we presented that actin cytoskeleton, learning or memory, focal adhesion, ECM-receptor interaction, apoptosis, chemokine signaling, and AD-related cytokines are affected by CCNY in neuronal cells. Based on our previous report on the CCNY function in LTP [11] which has been considered as a cellular mechanism for learning and memory and the findings on CCNY regulation of several AD-related cytokines (Fig 5), it is highly plausible that CCNY plays a role in learning and memory-deficit neurological diseases such as AD [39].

The actin cytoskeleton is abundant in the dendritic spines and is an essential factor for spine structure and plasticity [40–44]. In addition, actin dynamics has been reported to play an important role in controlling AMPA receptor trafficking and in bidirectional synaptic plasticity such as LTP and LTD [35–38, 45, 46]. Importantly, CCNY, which was shown to be localized in spines (Fig 1d) [11], has been suggested as an inhibitory regulator for AMPA receptor delivery to synapses during LTP-inducing stimulation [11]. Furthermore, in the present study, the pathway for regulation of actin cytoskeleton was identified to be oppositely regulated by CCNY overexpression and knockdown, and several genes involved in the pathway were qRT-PCR-validated as being regulated by CCNY (S3 Fig and Fig 4a). Therefore, it will be important to provide direct experimental evidence on the role of CCNY in the actin dynamics by investigating the cellular and molecular mechanisms underlying the coordination between CCNY and actin cytoskeleton signaling for neuronal structural and functional plasticity.

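A list of 17 mitotic genes, written from general knowledge before the data were examined, had a median FPKM of 0.528, and 5 of its genes could be tested. In CCNY-shRNA, 4 of the 5 were higher than in EGFP (camera adjusted p = 0.459 over 10 lists in both conditions, fry adjusted p = 0.156), and in CCNY-WT 3 were higher, 1 lower and 1 unchanged at the floor (camera adjusted p = 0.583). Aurka, which Fig 2b names, had an FPKM of 1.24 and 1.42 in EGFP, 1.52 and 1.99 in CCNY-WT, and 2.45 and 2.08 in CCNY-shRNA (log2 change in CCNY-shRNA 0.77, standard error 0.223, limma adjusted p = 0.136). The genes of the mitotic cell cycle and cell proliferation terms themselves are not listed in the tables and were not analysed here.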

The terms and pathways such as DNA replication, mitotic cell cycle, and regulation of cell proliferation were also identified by the DAVID analysis in our experimental systems. 

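The composition of the cultures was examined with lists of marker genes written from general knowledge before the data were examined. The median FPKM was 566 for 14 neuron markers, 38.4 for the astrocyte markers, 1.14 for the markers of the oligodendrocyte lineage and 0.0304 for 14 microglia markers. All 14 neuron markers could be tested, against 9 of 12 astrocyte markers, 6 of 12 of the oligodendrocyte lineage and 1 of 14 microglia markers. Neuron markers had a median log2 change of -0.01 in CCNY-WT (camera adjusted p = 0.568 over 10 lists in both conditions) and -0.04 in CCNY-shRNA (adjusted p = 0.445). With quantile normalization, 12 of 14 were lower in CCNY-WT (camera adjusted p = 0.132) and 11 of 14 in CCNY-shRNA (camera adjusted p = 0.0647). Fry gave an unadjusted p of 0.0312 in CCNY-shRNA (adjusted p = 0.156). Astrocyte markers had a median of 0.03 in CCNY-WT (adjusted p = 0.936) and of -0.20 in CCNY-shRNA, where 7 of 9 were lower (adjusted p = 0.0510). Over the alternatives this adjusted p lay between 0.0365 and 0.0498 with log2(FPKM + 1), log2(FPKM + 0.1), the filter on mean FPKM, both scalings of the libraries and the replicate block, and was 0.308 with fry and 0.595 with an estimated correlation. Markers of the oligodendrocyte lineage had a median of 0.03 in CCNY-WT, with the same adjusted p as astrocyte markers, and -0.16 in CCNY-shRNA (adjusted p = 0.237).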

Since our culture system used in this study is neurons enriched but glia repressed, those terms and pathways that are related to cell division and are isolated as being targeted by CCNY further suggest and support the idea that cyclin proteins, including CCNY, may play roles in neuronal functions by controlling synapses, synaptic plasticity and/or memory [47] plausibly through the formulation of neuron-specific functional molecular networks.

Transcript expression level of individual genes that we displayed in the present study may indicate the protein expression (mRNA translation) level of the individual genes. Given that CCNY plays a role in synaptic plasticity, the genes isolated as being regulated by CCNY in this study could be involved in the maintenance of synaptic plasticity and memory (re)consolidation, which require new protein synthesis [48–52]. In other words, those genes that did not exhibit any changes by CCNY should not be overlooked since they may be involved in the early stage of synaptic plasticity, which does not require a process of protein synthesis. Therefore, it will be valuable to explore and compare the transcriptome profile changes controlled by CCNY in an activity-dependent manner with several temporal windows after given an activity.

The global and comprehensive bioinformatic analysis of transcriptome controlled by CCNY and consecutive validations with qRT-PCR in neuronal cells revealed some valuable molecules as being regulated by CCNY in neuronal cells and provided useful information on the neuronal and/or synaptic role of CCNY by suggesting several functional pathways. It will require in future to experimentally elucidate the CCNY functions in nervous systems *in vitro* and *in vivo*.

The GO and KEGG pathway analysis adopted in this study provide a meaningful biology associated with a list of genes from a large number of genes through the systematical classifications of DEGs and the statistical over-representation (enrichment) to the functional pathways. However, we cannot overlook the plausibility of other biological meanings that could be missed by the enrichment analysis since the analysis only relies on the known genes and known functions, it cannot reveal unknown functions even in the known genes. Moreover, some biological pathways have been more investigated than others, which relatively builds up more database for the enrichment analysis and thus likely analyzed with more significance than others [27, 28, 53, 54].

## Supporting information

S1 Fig RNA-seq based CCNY expression and Differentially Expressed Genes (DEGs). (**a**) Expression level of CCNY. The values of log_2_FPKM were used. (**b**) The number of DEGs that were up- or down-regulated by CCNY overexpression or knockdown.
(PDF) Click here for additional data file.

S2 Fig Gene Ontology (GO) analysis of CCNY expression level-responsive DEGs. (**a**) GO terms of DEGs up-regulated by CCNY overexpression or down-regulated by CCNY knockdown were analyzed. (**b**) GO terms of DEGs up-regulated by CCNY knockdown or down-regulated by CCNY overexpression were analyzed. *p<0.05, significantly enriched GO terms in DEGs.
(PDF) Click here for additional data file.

S3 Fig KEGG pathway enrichment analysis of CCNY expression level-responsive DEGs. (**a**,**b**) KEGG pathways were analyzed from the DEGs up-regulated by CCNY overexpression or down-regulated by CCNY knockdown (**a**) and the DEGs up-regulated by CCNY knockdown or down-regulated by CCNY overexpression (**b**). *p<0.05, significantly enriched KEGG pathways in DEGs. The Y-axes indicate the pathway categories, and the X-axes indicate the enrichment of the pathways.
(PDF) Click here for additional data file.

S4 Fig GO term enrichment analysis of DEGs in Fig 6e and 6f. GO analysis for the 153 DEGs that were both up-regulated by CCNY overexpression and knockdown and for the 145 DEGs that were both down-regulated by CCNY overexpression and knockdown. *p<0.05, significantly enriched GO terms in DEGs.
(PDF) Click here for additional data file.

S5 Fig KEGG pathways of regulation of actin cytoskeleton. Red stars mark up-regulated mRNAs targeted by CCNY overexpression in cultured hippocampal neurons.
(PDF) Click here for additional data file.

S6 Fig KEGG pathways of regulation of actin cytoskeleton. Red stars mark down-regulated mRNAs targeted by CCNY knockdown in cultured hippocampal neurons.
(PDF) Click here for additional data file.

S7 Fig KEGG pathways of focal adhesion. Red stars mark down-regulated mRNAs targeted by CCNY knockdown in cultured hippocampal neurons.
(PDF) Click here for additional data file.

S8 Fig KEGG pathways of ECM-receptor interaction. Red stars mark down-regulated mRNAs targeted by CCNY knockdown in cultured hippocampal neurons.
(PDF) Click here for additional data file.

S9 Fig Original blots for immunoblot analysis in Fig 1c. (PDF) Click here for additional data file.

S1 Table Examples of genes that belong to GO terms in S2 Fig. (PDF) Click here for additional data file.

S2 Table Examples of genes that belong to KEGG pathways in S3 Fig. (PDF) Click here for additional data file.

S3 Table Oligonucleotides used for quantitative real-time PCR. (PDF) Click here for additional data file.

## References

[1] EvansT, RosenthalET, YoungblomJ, DistelD, HuntT. Cyclin: a protein specified by maternal mRNA in sea urchin eggs that is destroyed at each cleavage division. Cell. 1983;33(2):389–96. 613458710.1016/0092-8674(83)90420-8

[2] LiuD, GuestS, FinleyRLJr. Why cyclin Y? A highly conserved cyclin with essential functions. Fly (Austin). 2010;4(4):278–82.2069965510.4161/fly.4.4.12881PMC3174478

[3] NobleME, EndicottJA, BrownNR, JohnsonLN. The cyclin box fold: protein recognition in cell-cycle and transcription control. Trends Biochem Sci. 1997;22(12):482–7. 943312910.1016/s0968-0004(97)01144-4

[4] JiangM, GaoY, YangT, ZhuX, ChenJ. Cyclin Y, a novel membrane-associated cyclin, interacts with PFTK1. FEBS Lett. 2009;583(13):2171–8. 10.1016/j.febslet.2009.06.010 19524571

[5] XuY, WangZ, WangJ, LiJ, WangH, YueW. Lentivirus-mediated knockdown of cyclin Y (CCNY) inhibits glioma cell proliferation. Oncol Res. 2010;18(8):359–64. 2044105010.3727/096504010x12644422320582

[6] YueW, ZhaoX, ZhangL, XuS, LiuZ, MaL, et al Cell cycle protein cyclin Y is associated with human non-small-cell lung cancer proliferation and tumorigenesis. Clin Lung Cancer. 2011;12(1):43–50. 10.3816/CLC.2011.n.006 21273179

[7] ZengL, CaiC, LiS, WangW, LiY, ChenJ, et al Essential Roles of Cyclin Y-Like 1 and Cyclin Y in Dividing Wnt-Responsive Mammary Stem/Progenitor Cells. PLoS Genet. 2016;12(5):e1006055 10.1371/journal.pgen.1006055 27203244PMC4874687

[8] AnW, ZhangZ, ZengL, YangY, ZhuX, WuJ. Cyclin Y Is Involved in the Regulation of Adipogenesis and Lipid Production. PLoS One. 2015;10(7):e0132721 10.1371/journal.pone.0132721 26161966PMC4498623

[9] OuCY, PoonVY, MaederCI, WatanabeS, LehrmanEK, FuAK, et al Two cyclin-dependent kinase pathways are essential for polarized trafficking of presynaptic components. Cell. 2010;141(5):846–58. 10.1016/j.cell.2010.04.011 20510931PMC3168554

[10] ParkM, WatanabeS, PoonVY, OuCY, JorgensenEM, ShenK. CYY-1/cyclin Y and CDK-5 differentially regulate synapse elimination and formation for rewiring neural circuits. Neuron. 2011;70(4):742–57. 10.1016/j.neuron.2011.04.002 21609829PMC3168547

[11] ChoE, KimD-H, HurY-N, WhitcombDJ, ReganP, HongJ-H, et al Cyclin Y inhibits plasticity-induced AMPA receptor exocytosis and LTP. Sci Rep. 2015;5.10.1038/srep12624PMC451823626220330

[12] BlissTV, LomoT. Long-lasting potentiation of synaptic transmission in the dentate area of the anaesthetized rabbit following stimulation of the perforant path. J Physiol. 1973;232(2):331–56. 472708410.1113/jphysiol.1973.sp010273PMC1350458

[13] LuscherC, XiaH, BeattieEC, CarrollRC, von ZastrowM, MalenkaRC, et al Role of AMPA receptor cycling in synaptic transmission and plasticity. Neuron. 1999;24(3):649–58. 1059551610.1016/s0896-6273(00)81119-8

[14] Maletic-SavaticM, MalinowR, SvobodaK. Rapid dendritic morphogenesis in CA1 hippocampal dendrites induced by synaptic activity. Science. 1999;283(5409):1923–7. 1008246610.1126/science.283.5409.1923

[15] MatsuzakiM, HonkuraN, Ellis-DaviesGC, KasaiH. Structural basis of long-term potentiation in single dendritic spines. Nature. 2004;429(6993):761–6. 10.1038/nature02617 15190253PMC4158816

[16] NagalakshmiU, WangZ, WaernK, ShouC, RahaD, GersteinM, et al The transcriptional landscape of the yeast genome defined by RNA sequencing. Science. 2008;320(5881):1344–9. 10.1126/science.1158441 18451266PMC2951732

[17] ShenGM, DouW, NiuJZ, JiangHB, YangWJ, JiaFX, et al Transcriptome analysis of the oriental fruit fly (Bactrocera dorsalis). PLoS One. 2011;6(12):e29127 10.1371/journal.pone.0029127 22195006PMC3240649

[18] SultanM, SchulzMH, RichardH, MagenA, KlingenhoffA, ScherfM, et al A global view of gene activity and alternative splicing by deep sequencing of the human transcriptome. Science. 2008;321(5891):956–60. 10.1126/science.1160342 18599741

[19] ChenBJ, MillsJD, JanitzC, JanitzM. RNA-Sequencing to Elucidate Early Patterns of Dysregulation Underlying the Onset of Alzheimer's Disease. Methods Mol Biol. 2016;1303:327–47. 10.1007/978-1-4939-2627-5_20 26235077

[20] CourtneyE, KornfeldS, JanitzK, JanitzM. Transcriptome profiling in neurodegenerative disease. J Neurosci Methods. 2010;193(2):189–202. 10.1016/j.jneumeth.2010.08.018 20800617

[21] LinL, ParkJW, RamachandranS, ZhangY, TsengYT, ShenS, et al Transcriptome sequencing reveals aberrant alternative splicing in Huntington's disease. Hum Mol Genet. 2016.10.1093/hmg/ddw187PMC517994227378699

[22] MillerJR, LoKK, AndreR, Hensman MossDJ, TragerU, StoneTC, et al RNA-Seq of Huntington's disease patient myeloid cells reveals innate transcriptional dysregulation associated with proinflammatory pathway activation. Hum Mol Genet. 2016.10.1093/hmg/ddw142PMC518159027170315

[23] BaekSJ, KimM, BaeDH, KimJH, KimHJ, HanME, et al Integrated epigenomic analyses of enhancer as well as promoter regions in gastric cancer. Oncotarget. 2016.10.18632/oncotarget.8239PMC504193127016420

[24] KimD, PerteaG, TrapnellC, PimentelH, KelleyR, SalzbergSL. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol. 2013;14(4):R36 10.1186/gb-2013-14-4-r36 23618408PMC4053844

[25] TrapnellC, WilliamsBA, PerteaG, MortazaviA, KwanG, van BarenMJ, et al Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol. 2010;28(5):511–5. 10.1038/nbt.1621 20436464PMC3146043

[26] HoweEA, SinhaR, SchlauchD, QuackenbushJ. RNA-Seq analysis in MeV. Bioinformatics. 2011;27(22):3209–10. 10.1093/bioinformatics/btr490 21976420PMC3208390

[27] Huang daW, ShermanBT, LempickiRA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc. 2009;4(1):44–57. 10.1038/nprot.2008.211 19131956

[28] Huang daW, ShermanBT, LempickiRA. Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res. 2009;37(1):1–13. 10.1093/nar/gkn923 19033363PMC2615629

[29] KanehisaM, GotoS. KEGG: kyoto encyclopedia of genes and genomes. Nucleic Acids Res. 2000;28(1):27–30. 1059217310.1093/nar/28.1.27PMC102409

[30] KanehisaM, GotoS, SatoY, KawashimaM, FurumichiM, TanabeM. Data, information, knowledge and principle: back to metabolism in KEGG. Nucleic Acids Res. 2014;42(Database issue):D199–205. 10.1093/nar/gkt1076 24214961PMC3965122

[31] YangSH, KimJ, LeeMJ, KimY. Abnormalities of plasma cytokines and spleen in senile APP/PS1/Tau transgenic mouse model. Sci Rep. 2015;5:15703 10.1038/srep15703 26503550PMC4621607

[32] AshburnerM, BallCA, BlakeJA, BotsteinD, ButlerH, CherryJM, et al Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat Genet. 2000;25(1):25–9. 10.1038/75556 10802651PMC3037419

[33] JoJ, WhitcombDJ, OlsenKM, KerriganTL, LoSC, Bru-MercierG, et al Abeta(1–42) inhibition of LTP is mediated by a signaling pathway involving caspase-3, Akt1 and GSK-3beta. Nat Neurosci. 2011;14(5):545–7. 10.1038/nn.2785 21441921

[34] LiZ, JoJ, JiaJM, LoSC, WhitcombDJ, JiaoS, et al Caspase-3 activation via mitochondria is required for long-term depression and AMPA receptor internalization. Cell. 2010;141(5):859–71. 10.1016/j.cell.2010.03.053 20510932PMC2909748

[35] BoschM, CastroJ, SaneyoshiT, MatsunoH, SurM, HayashiY. Structural and molecular remodeling of dendritic spine substructures during long-term potentiation. Neuron. 2014;82(2):444–59. 10.1016/j.neuron.2014.03.021 24742465PMC4281348

[36] BramhamCR. Local protein synthesis, actin dynamics, and LTP consolidation. Curr Opin Neurobiol. 2008;18(5):524–31. 10.1016/j.conb.2008.09.013 18834940

[37] HanleyJG. Actin-dependent mechanisms in AMPA receptor trafficking. Front Cell Neurosci. 2014;8:381 10.3389/fncel.2014.00381 25429259PMC4228833

[38] OkamotoK, NagaiT, MiyawakiA, HayashiY. Rapid and persistent modulation of actin dynamics regulates postsynaptic reorganization underlying bidirectional plasticity. Nat Neurosci. 2004;7(10):1104–12. 10.1038/nn1311 15361876

[39] ChoE, ParkM. Palmitoylation in Alzheimer's disease and other neurodegenerative diseases. Pharmacol Res. 2016;111:133–51. 10.1016/j.phrs.2016.06.008 27293050

[40] BlanpiedTA, KerrJM, EhlersMD. Structural plasticity with preserved topology in the postsynaptic protein network. Proc Natl Acad Sci U S A. 2008;105(34):12587–92. 10.1073/pnas.0711669105 18723686PMC2519044

[41] CingolaniLA, GodaY. Actin in action: the interplay between the actin cytoskeleton and synaptic efficacy. Nat Rev Neurosci. 2008;9(5):344–56. 10.1038/nrn2373 18425089

[42] HotulainenP, HoogenraadCC. Actin in dendritic spines: connecting dynamics to function. J Cell Biol. 2010;189(4):619–29. 10.1083/jcb.201003008 20457765PMC2872912

[43] LiseMF, WongTP, TrinhA, HinesRM, LiuL, KangR, et al Involvement of myosin Vb in glutamate receptor trafficking. J Biol Chem. 2006;281(6):3669–78. 10.1074/jbc.M511725200 16338934

[44] WolfM, ZimmermannAM, GorlichA, GurniakCB, Sassoe-PognettoM, FriaufE, et al ADF/Cofilin Controls Synaptic Actin Dynamics and Regulates Synaptic Vesicle Mobilization and Exocytosis. Cereb Cortex. 2015;25(9):2863–75. 10.1093/cercor/bhu081 24770705

[45] KerrJM, BlanpiedTA. Subsynaptic AMPA receptor distribution is acutely regulated by actin-driven reorganization of the postsynaptic density. J Neurosci. 2012;32(2):658–73. 10.1523/JNEUROSCI.2927-11.2012 22238102PMC3596168

[46] WangZ, EdwardsJG, RileyN, ProvanceDWJr., KarcherR, LiXD, et al Myosin Vb mobilizes recycling endosomes and AMPA receptors for postsynaptic plasticity. Cell. 2008;135(3):535–48. 10.1016/j.cell.2008.09.057 18984164PMC2585749

[47] OdajimaJ, WillsZP, NdassaYM, TerunumaM, KretschmannovaK, DeebTZ, et al Cyclin E constrains Cdk5 activity to regulate synaptic plasticity and memory formation. Dev Cell. 2011;21(4):655–68. 10.1016/j.devcel.2011.08.009 21944720PMC3199337

[48] BoninRP, De KoninckY. Reconsolidation and the regulation of plasticity: moving beyond memory. Trends Neurosci. 2015;38(6):336–44. 10.1016/j.tins.2015.04.007 25987442

[49] ClopathC. Synaptic consolidation: an approach to long-term learning. Cogn Neurodyn. 2012;6(3):251–7. 10.1007/s11571-011-9177-6 23730356PMC3368062

[50] NguyenPV, AbelT, KandelER. Requirement of a critical period of transcription for induction of a late phase of LTP. Science. 1994;265(5175):1104–7. 806645010.1126/science.8066450

[51] RosenbergT, Gal-Ben-AriS, DieterichDC, KreutzMR, ZivNE, GundelfingerED, et al The roles of protein expression in synaptic plasticity and memory consolidation. Front Mol Neurosci. 2014;7:86 10.3389/fnmol.2014.00086 25429258PMC4228929

[52] RosenblumK, MeiriN, DudaiY. Taste memory: the role of protein synthesis in gustatory cortex. Behav Neural Biol. 1993;59(1):49–56. 844273210.1016/0163-1047(93)91145-d

[53] KhatriP, DraghiciS. Ontological analysis of gene expression data: current tools, limitations, and open problems. Bioinformatics. 2005;21(18):3587–95. 10.1093/bioinformatics/bti565 15994189PMC2435250

[54] TarcaAL, BhattiG, RomeroR. A comparison of gene set analysis methods in terms of sensitivity, prioritization and specificity. PLoS One. 2013;8(11):e79217 10.1371/journal.pone.0079217 24260172PMC3829842

# Supplementary material for: Cyclin Y-mediated transcript profiling reveals several important functional pathways regulated by Cyclin Y in hippocampal neurons
**Source:** PLoS One. 2017 Feb 27;12(2):e0172547. doi: 10.1371/journal.pone.0172547
**Supplement:** S1 Fig — (a) Expression level of CCNY. The values of log2FPKM were used. (b) The number of DEGs that were up- or down-regulated by CCNY overexpression or knockdown.

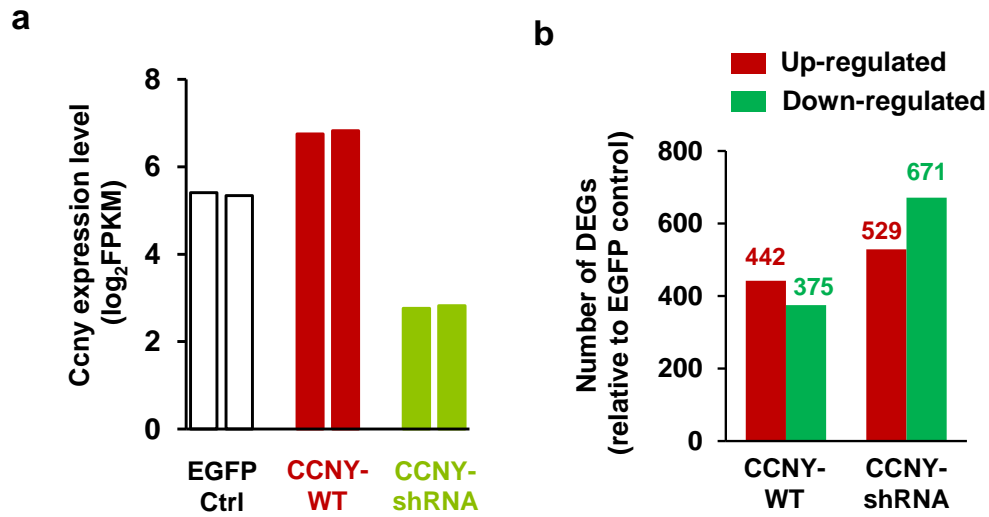

**S1 Fig. RNA-seq based CCNY expression and differentially expressed genes (DEGs).** (a) Expression level of CCNY. The values of  $\log_2\text{FPKM}$  were used. (b) The number of DEGs that were up- or down-regulated by CCNY overexpression or knockdown.

# Supplementary material for: Cyclin Y-mediated transcript profiling reveals several important functional pathways regulated by Cyclin Y in hippocampal neurons
**Source:** PLoS One. 2017 Feb 27;12(2):e0172547. doi: 10.1371/journal.pone.0172547
**Supplement:** S2 Fig — (a) GO terms of DEGs up-regulated by CCNY overexpression or down-regulated by CCNY knockdown were analyzed. (b) GO terms of DEGs up-regulated by CCNY knockdown or down-regulated by CCNY overexpression were analyzed. *p<0.05, significantly enriched GO terms in DEGs.

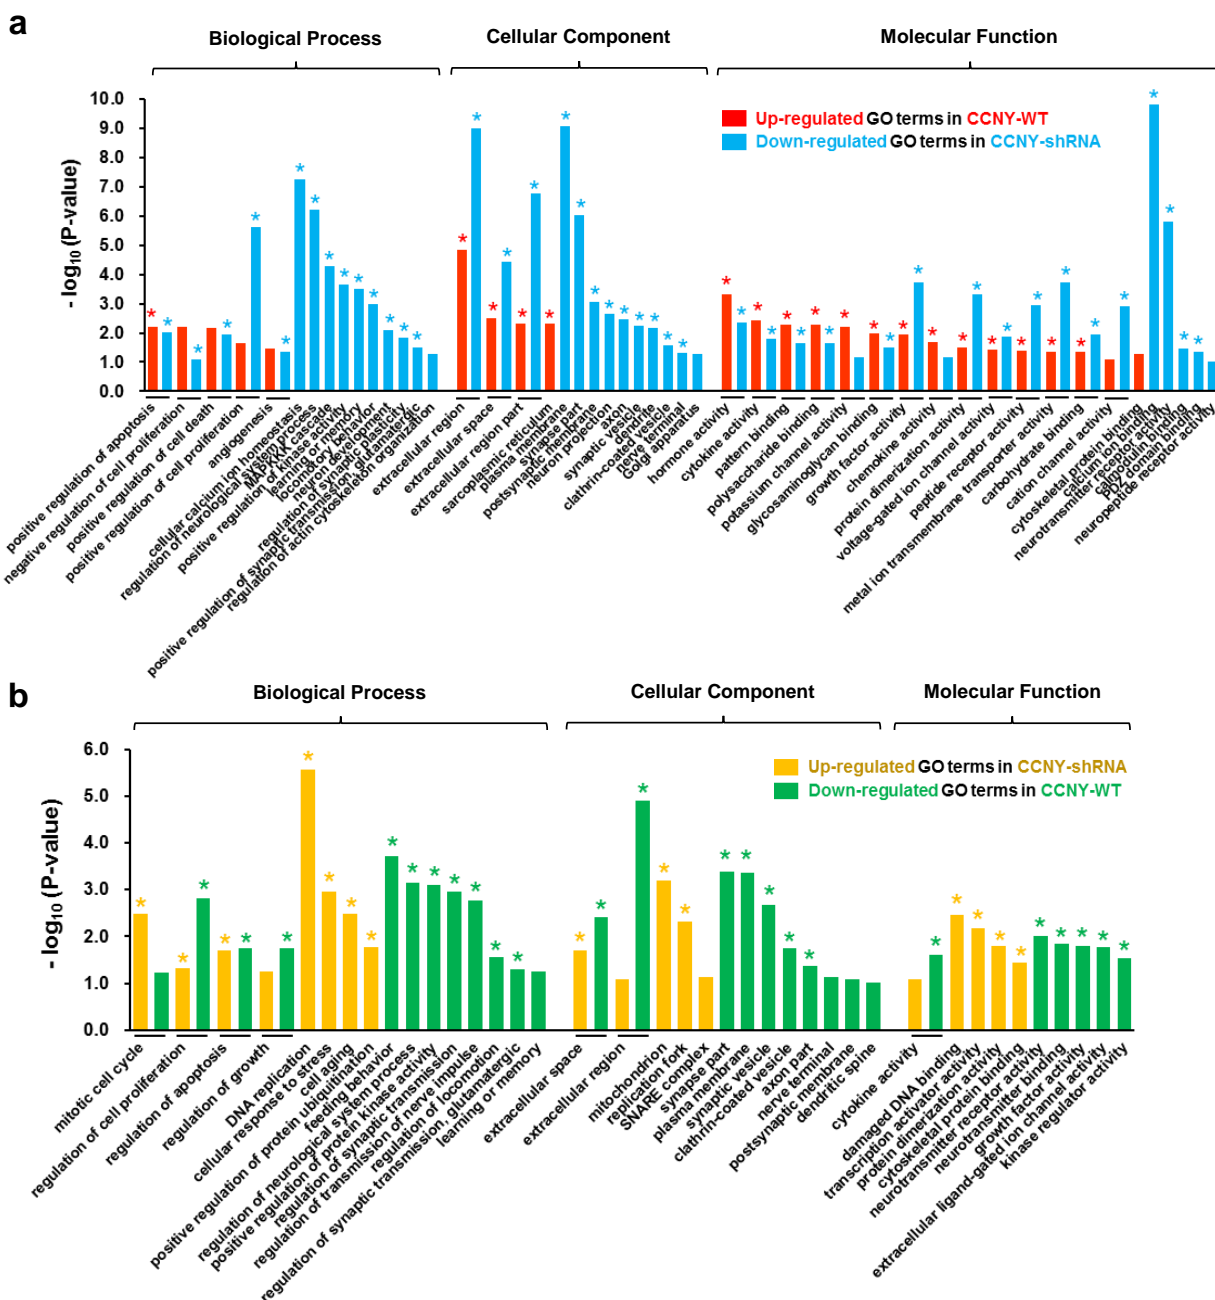

**S2 Fig. Gene ontology (GO) analysis of CCNY expression level-responsive DEGs.** (a) GO terms of DEGs up-regulated by CCNY overexpression or down-regulated by CCNY knockdown were analyzed. (b) GO terms of DEGs up-regulated by CCNY knockdown or down-regulated by CCNY overexpression were analyzed. \* $p < 0.05$ , significantly enriched GO terms in DEGs.

# Supplementary material for: Cyclin Y-mediated transcript profiling reveals several important functional pathways regulated by Cyclin Y in hippocampal neurons
**Source:** PLoS One. 2017 Feb 27;12(2):e0172547. doi: 10.1371/journal.pone.0172547
**Supplement:** S3 Fig — (a,b) KEGG pathways were analyzed from the DEGs up-regulated by CCNY overexpression or down-regulated by CCNY knockdown (a) and the DEGs up-regulated by CCNY knockdown or down-regulated by CCNY overexpression (b). *p<0.05, significantly enriched KEGG pathways in DEGs. The Y-axes indicate the pathway categories, and the X-axes indicate the enrichment of the pathways.

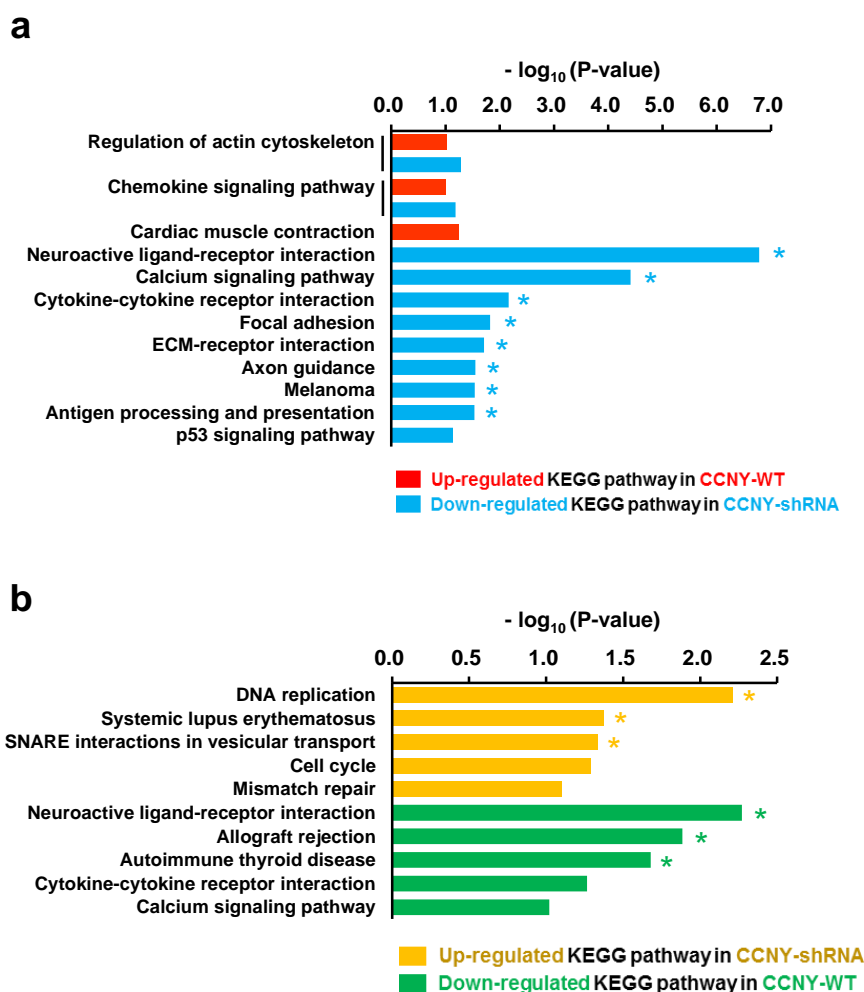

**S3 Fig. KEGG pathway enrichment analysis of CCNY expression level-responsive DEGs.**

(a,b) KEGG pathways were analyzed from the DEGs up-regulated by CCNY overexpression or down-regulated by CCNY knockdown (a) and the DEGs up-regulated by CCNY knockdown or down-regulated by CCNY overexpression (b). \* $p < 0.05$ , significantly enriched KEGG pathways in DEGs. The Y-axes indicate the pathway categories, and the X-axes indicate the enrichment of the pathways.

# Supplementary material for: Cyclin Y-mediated transcript profiling reveals several important functional pathways regulated by Cyclin Y in hippocampal neurons
**Source:** PLoS One. 2017 Feb 27;12(2):e0172547. doi: 10.1371/journal.pone.0172547
**Supplement:** S4 Fig — GO analysis for the 153 DEGs that were both up-regulated by CCNY overexpression and knockdown and for the 145 DEGs that were both down-regulated by CCNY overexpression and knockdown. *p<0.05, significantly enriched GO terms in DEGs.

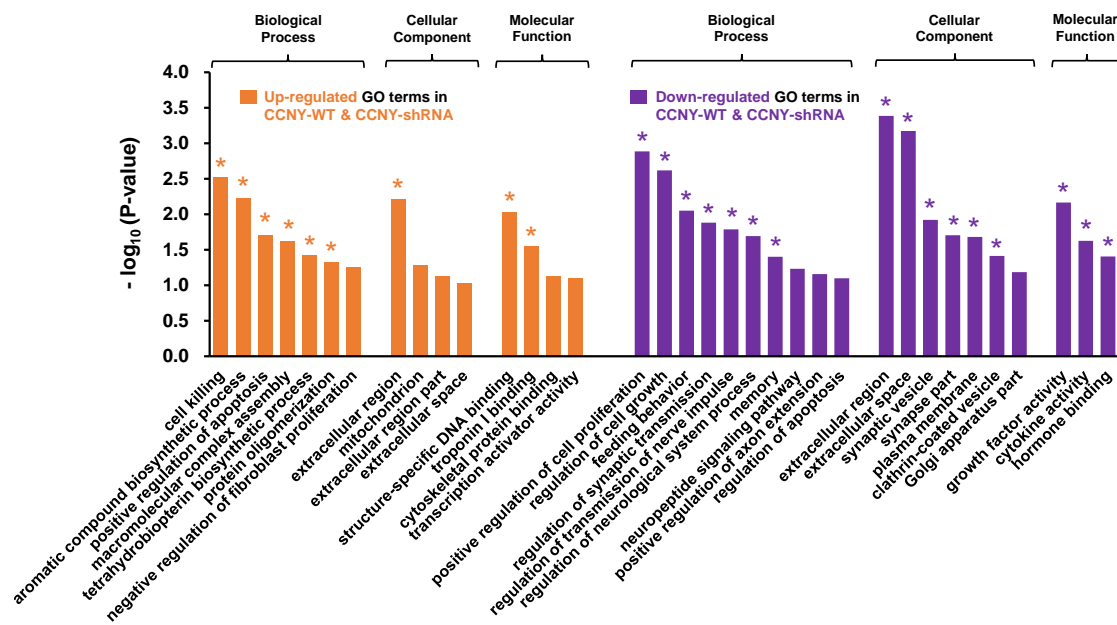

**S4 Fig. GO term enrichment analysis of DEGs in Figs 6e and 6f.** GO analysis for the 153 DEGs that were both up-regulated by CCNY overexpression and knockdown and for the 145 DEGs that were both down-regulated by CCNY overexpression and knockdown. \* $p < 0.05$ , significantly enriched GO terms in DEGs.

# Supplementary material for: Cyclin Y-mediated transcript profiling reveals several important functional pathways regulated by Cyclin Y in hippocampal neurons
**Source:** PLoS One. 2017 Feb 27;12(2):e0172547. doi: 10.1371/journal.pone.0172547
**Supplement:** S5 Fig — Red stars mark up-regulated mRNAs targeted by CCNY overexpression in cultured hippocampal neurons.

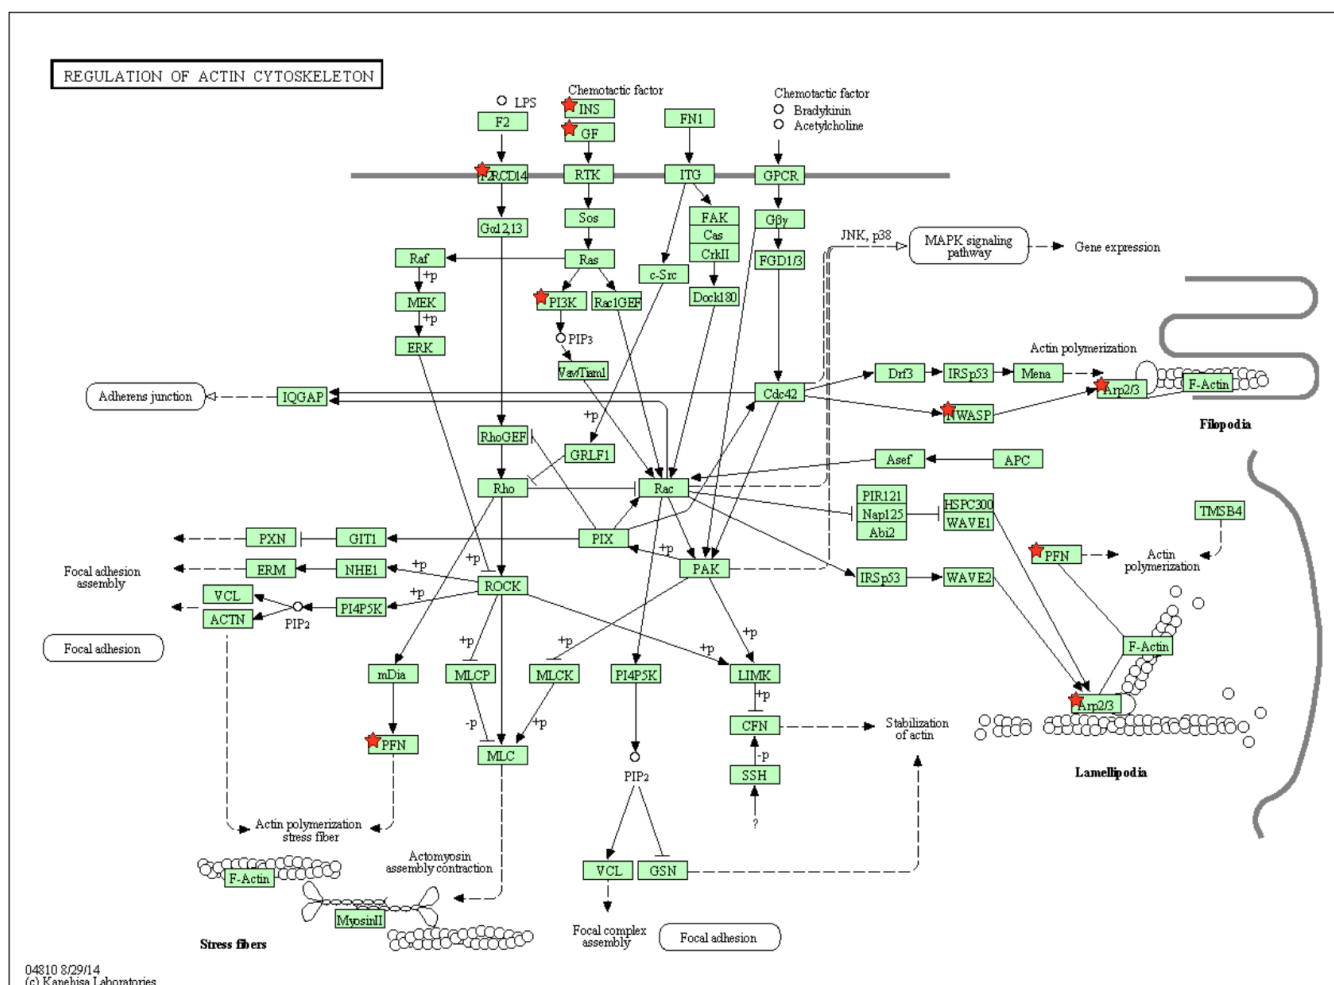

**S5 Fig. KEGG pathways of regulation of actin cytoskeleton.** Red stars mark up-regulated mRNAs targeted by CCNY overexpression in cultured hippocampal neurons.

# Supplementary material for: Cyclin Y-mediated transcript profiling reveals several important functional pathways regulated by Cyclin Y in hippocampal neurons
**Source:** PLoS One. 2017 Feb 27;12(2):e0172547. doi: 10.1371/journal.pone.0172547
**Supplement:** S6 Fig — Red stars mark down-regulated mRNAs targeted by CCNY knockdown in cultured hippocampal neurons.

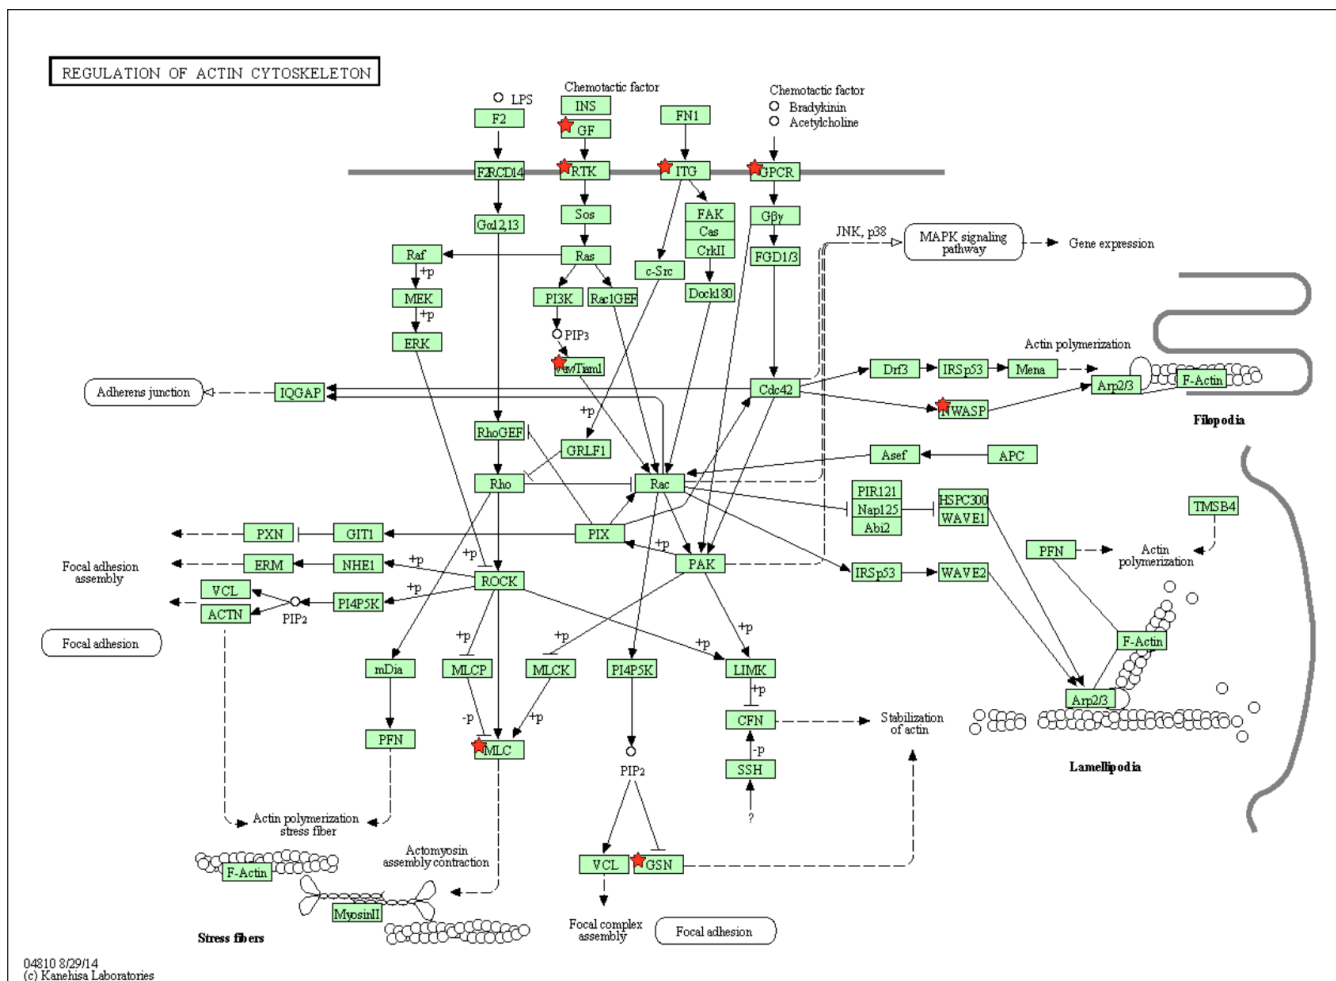

**S6 Fig. KEGG pathways of regulation of actin cytoskeleton.** Red stars mark down-regulated mRNAs targeted by CCNY knockdown in cultured hippocampal neurons.

# Supplementary material for: Cyclin Y-mediated transcript profiling reveals several important functional pathways regulated by Cyclin Y in hippocampal neurons
**Source:** PLoS One. 2017 Feb 27;12(2):e0172547. doi: 10.1371/journal.pone.0172547
**Supplement:** S7 Fig — Red stars mark down-regulated mRNAs targeted by CCNY knockdown in cultured hippocampal neurons.

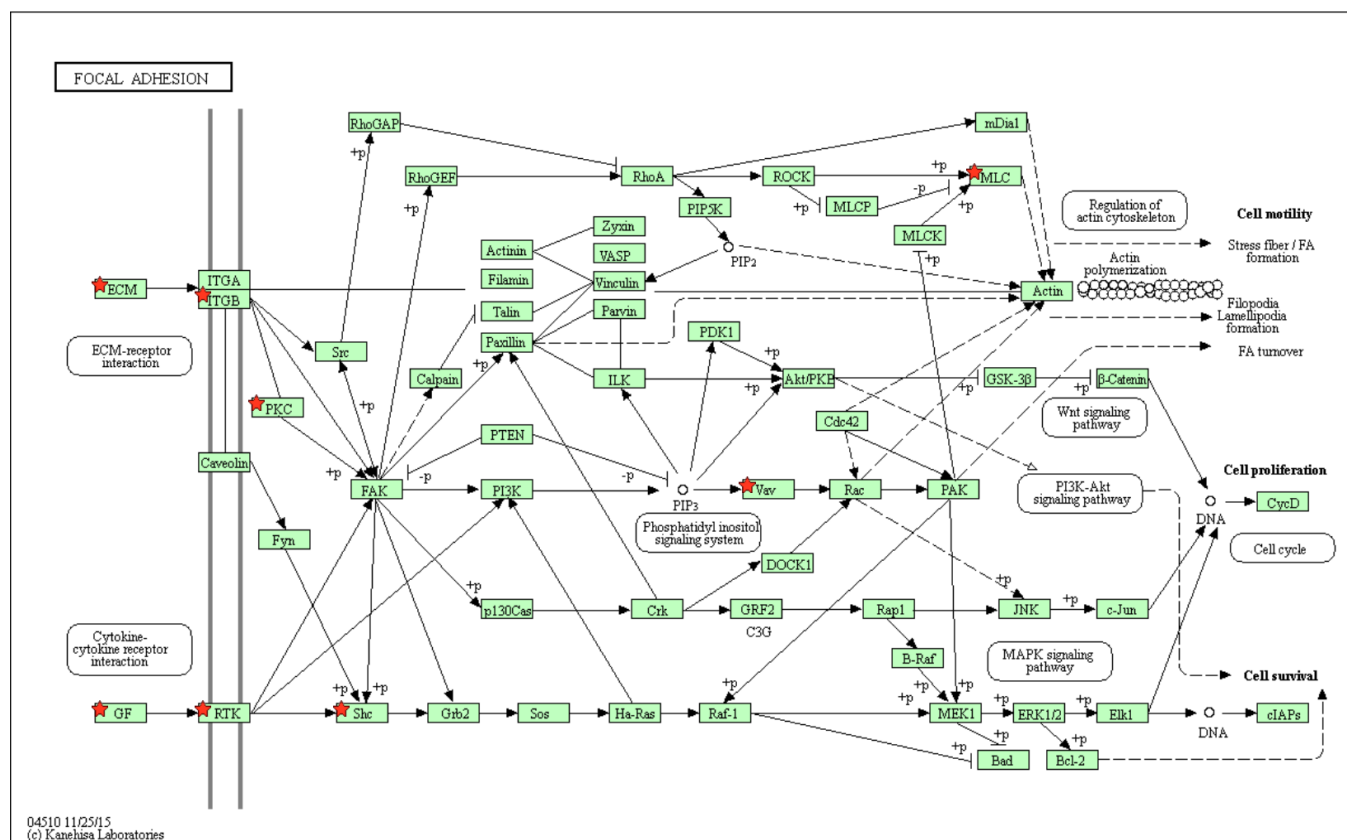

**S7 Fig. KEGG pathways of focal adhesion.** Red stars mark down-regulated mRNAs targeted by CCNY knockdown in cultured hippocampal neurons.

# Supplementary material for: Cyclin Y-mediated transcript profiling reveals several important functional pathways regulated by Cyclin Y in hippocampal neurons
**Source:** PLoS One. 2017 Feb 27;12(2):e0172547. doi: 10.1371/journal.pone.0172547
**Supplement:** S8 Fig — Red stars mark down-regulated mRNAs targeted by CCNY knockdown in cultured hippocampal neurons.

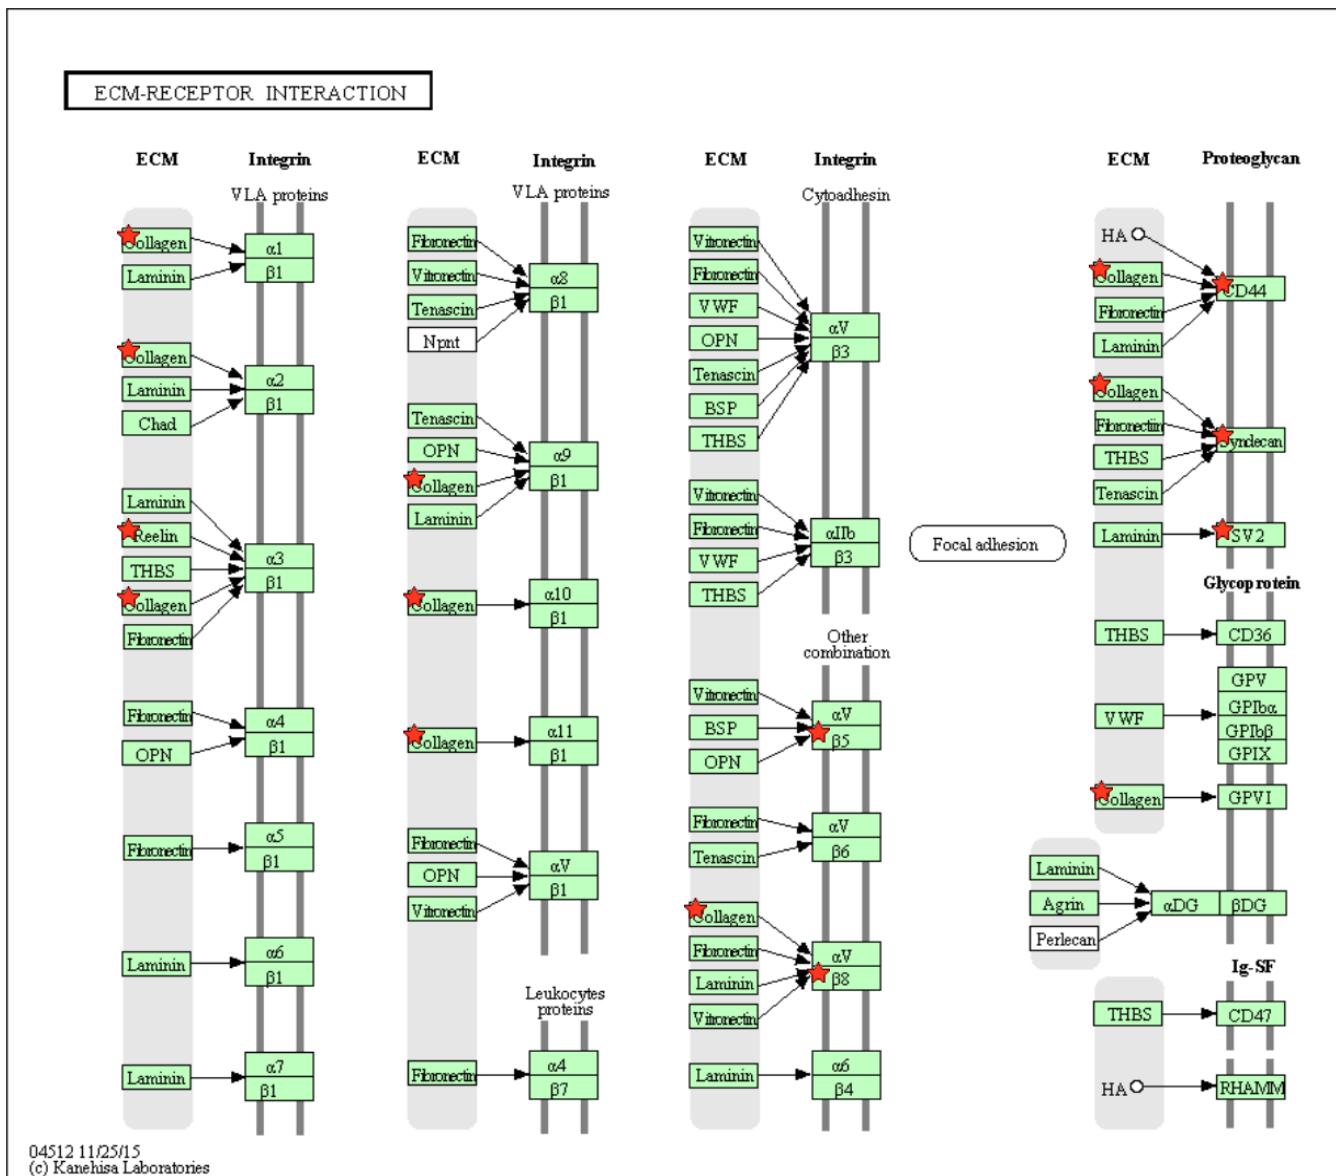

**S8 Fig. KEGG pathways of ECM-receptor interaction.** Red stars mark down-regulated mRNAs targeted by CCNY knockdown in cultured hippocampal neurons.

# Supplementary material for: Cyclin Y-mediated transcript profiling reveals several important functional pathways regulated by Cyclin Y in hippocampal neurons
**Source:** PLoS One. 2017 Feb 27;12(2):e0172547. doi: 10.1371/journal.pone.0172547
**Supplement:** S1 Table

**S1 Table. Examples of genes that belong to GO terms in S2 Fig.**

| GO term                           | Category                              | Genes                                                                                                                                                                                                                                                           | P-value |
|-----------------------------------|---------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------|
| positive regulation of apoptosis  | Up-regulated GO terms in CCNY-WT      | <b><u>Mmp9</u></b> , Cebpg, Lgals7, Tp63, Inha, Pmaip1, Cidec, <b><u>Nupr1</u></b> , Il12a, Pycard, <b><u>Crh</u></b> , Ubb, Ngfr, <b><u>Fcgr2a</u></b> , Id3                                                                                                   | 0.0062  |
|                                   | Down-regulated GO terms in CCNY-shRNA | Prkca, Fgfr3, Ptgs2, Grin2a, Nr4a1, <b><u>Chek2</u></b> , Stat1, Gal, Timp3, Tradd, <b><u>Gch1</u></b> , Xpa, Cd44, Psen1, Lck, <b><u>Crh</u></b> , Sort1, Cd24, Tp53inp1, Ngf                                                                                  | 0.0096  |
| regulation of apoptosis           | Down-regulated GO terms in CCNY-WT    | Il4, B4galt1, Egfr, Gfral, Phb, <b><u>Sphk1</u></b> , <b><u>Rxfp2</u></b> , Nr4a1, Gal, Prkcd, Tnfrsf4, <b><u>Crhr1</u></b> , P2rx4, Endog, Ern1, Ghrl, Rab26, Spn, Ngf                                                                                         | 0.0183  |
|                                   | Up-regulated GO terms in CCNY-shRNA   | Txnip, Htatip2, <b><u>Gnrh1</u></b> , <b><u>Mmp9</u></b> , Cebpg, Aph1b, <b><u>Btc</u></b> , Cideb, Esr1, Tp63, Cidea, Fadd, Pmaip1, Sod1, Gdnf, Bcl2l11, Mif, Cidec, <b><u>Acvr1c</u></b> , Ednrb, Myd88, <b><u>Nupr1</u></b> , <b><u>Fcgr2a</u></b> , Dcun1d3 | 0.0195  |
| learning or memory                | Down-regulated GO terms in CCNY-WT    | <b><u>Crhr1</u></b> , Egr1, <b><u>Hrh3</u></b> , <b><u>Drd2</u></b> , Ghrl, Ngf                                                                                                                                                                                 | 0.0550  |
|                                   | Down-regulated GO terms in CCNY-shRNA | Prkca, <b><u>Klk8</u></b> , <b><u>Slc6a1</u></b> , Ptgs2, Grin2a, <b><u>Pcdh8</u></b> , Ephb2, <b><u>Crhr1</u></b> , Grm4, Psen1, <b><u>Hrh3</u></b> , <b><u>Bche</u></b> , <b><u>Crh</u></b> , Ngf                                                             | 0.0003  |
| regulation of synaptic plasticity | Down-regulated GO terms in CCNY-shRNA | <b><u>Crhr1</u></b> , Atp2b2, Adrb1, Ptgs2, Psen1, Grin2a, Bcan, Ephb2                                                                                                                                                                                          | 0.0147  |

\*Note that qRT-PCR validated genes are bold underlined.

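S1 Table gives 106 entries for 79 genes, each an assignment of a gene to a GO term and to a condition with the direction of its change. Of the 79 genes, 17 had an FPKM under 1 in all 6 libraries. With FPKM floored to 1, 76 of the 106 entries passed the threshold in the listed direction, and with log2(FPKM + 1) all 106 did. The entries make 92 different combinations of gene and condition, of which limma could test 66, and 46 had an unadjusted p under 0.05. Adjusted over the list alone, 38 passed, and 6 passed when adjusted over all genes; the table was chosen on these libraries, so the former is not independent evidence. For 31 genes the FPKM values were whole-number multiples of 1 value in each library, and the smallest numbers of fragments that fit them added up to a median of 29 over the 6 libraries, from 3 to 96. In 12 of these genes they added up to 20 or fewer.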

# Supplementary material for: Cyclin Y-mediated transcript profiling reveals several important functional pathways regulated by Cyclin Y in hippocampal neurons
**Source:** PLoS One. 2017 Feb 27;12(2):e0172547. doi: 10.1371/journal.pone.0172547
**Supplement:** S2 Table

**S2 Table. Examples of genes that belong to KEGG pathways in S3 Fig.**

| KEGG pathway                           | Category                                   | Genes                                                                                                                                                                                                       | P-value |
|----------------------------------------|--------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------|
| Regulation of actin cytoskeleton       | Up-regulated KEGG pathways in CCNY-WT      | <b><u>Arpc1b</u></b> , Pfn3, Fgf23, <b><u>Pik3r5</u></b> , <b><u>Wasl</u></b> , Ins2, Fgf1, F2r                                                                                                             | 0.0934  |
|                                        | Down-regulated KEGG pathways in CCNY-shRNA | Egfr, <b><u>Chrm5</u></b> , Fgfr3, <b><u>Chrm4</u></b> , <b><u>Gsn</u></b> , <b><u>Itgb8</u></b> , Fgf16, <b><u>Itgb5</u></b> , <b><u>Mylpf</u></b> , Fgf22, Pdgfc, <b><u>Vav2</u></b> , <b><u>Iqub</u></b> | 0.0515  |
| Chemokine signaling pathway            | Up-regulated KEGG pathways in CCNY-WT      | Ccl1, <b><u>Cxcl1</u></b> , <b><u>Ccl2</u></b> , <b><u>Pik3r5</u></b> , <b><u>Wasl</u></b> , <b><u>Ccl7</u></b> , Cxcl10                                                                                    | 0.0982  |
|                                        | Down-regulated KEGG pathways in CCNY-shRNA | <b><u>Ccl2</u></b> , Prex1, Ccr10, Rasgrp2, <b><u>Vav2</u></b> , Stat1, Cxcl12, Prkx, <b><u>Ccl7</u></b> , <b><u>Iqub</u></b> , Shc4                                                                        | 0.0651  |
| Cytokine-cytokine receptor interaction | Down-regulated KEGG pathways in CCNY-shRNA | Il4, Egfr, <b><u>Flt1</u></b> , <b><u>Ccl2</u></b> , <b><u>Met</u></b> , Hgf, Cxcl12, Lif, Acvr2a, Ccr10, Eda, Ltb, Ifngr2, Ifngr1, Bmpr1a                                                                  | 0.0068  |
| Focal adhesion                         | Down-regulated KEGG pathways in CCNY-shRNA | Prkca, Egfr, <b><u>Flt1</u></b> , <b><u>Met</u></b> , <b><u>Itgb5</u></b> , <b><u>Mylpf</u></b> , Hgf, <b><u>Vav2</u></b> , <b><u>Itgb8</u></b> , <b><u>Reln</u></b> , Pdgfc, Col11a2, Col11a1, Shc4        | 0.0150  |
| ECM-receptor interaction               | Down-regulated KEGG pathways in CCNY-shRNA | Cd44, <b><u>Itgb8</u></b> , <b><u>Itgb5</u></b> , <b><u>Reln</u></b> , Col11a2, <b><u>Sdc4</u></b> , Col11a1, Sv2c                                                                                          | 0.0196  |

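The pathways of S2 Table hold 76 entries for 51 genes, and 11 of the genes had an FPKM under 1 in all 6 libraries. The threshold was passed in the listed direction by 58 of the 76 entries with FPKM floored to 1 and by all 76 with log2(FPKM + 1). Among 53 combinations of gene and condition, limma could test 39, and 32 had an unadjusted p under 0.05. The same number passed when adjusted over the list alone, which is not independent evidence for genes chosen on these libraries, and 3 passed when adjusted over all genes. Where the number of fragments could be worked out, for 17 genes, the smallest numbers that fit added up to a median of 18 over the 6 libraries, from 3 to 114, and to 20 or fewer in 9 genes.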

\*Note that qRT-PCR validated genes are bold underlined.

# Supplementary material for: Cyclin Y-mediated transcript profiling reveals several important functional pathways regulated by Cyclin Y in hippocampal neurons
**Source:** PLoS One. 2017 Feb 27;12(2):e0172547. doi: 10.1371/journal.pone.0172547
**Supplement:** S3 Table

**S3 Table. Oligonucleotides used for quantitative real-time PCR.**

| Gene   | Forward primer (5' to 3') | Reverse primer (5' to 3') | *Acc. No.    |
|--------|---------------------------|---------------------------|--------------|
| Acvr1c | TCTCCAGATGCCCCCTAGACT     | CTTCCTGTATGTGCACTGGC      | NM_139090    |
| Arpc1b | TGGCCTCTGAGACATTACCG      | CACCAAAGCTCAATGTCCCC      | NM_019289    |
| Bche   | ATATGCCCTGCACTGGAGTT      | GCCATGCATTACTCCCATCC      | NM_022942    |
| Btc    | GGACGAACAACTCCCTCCT       | CCATGACGCCTATCAAGCAG      | NM_022256    |
| Ccl11  | TTCCATCCCAACTTCCTGCT      | TATGGCTTTCAGCGTGCATC      | NM_019205    |
| Ccl2   | AGTTAATGCCCCACTCACCT      | CAGCTTCTTTGGGACACCTG      | NM_031530    |
| Ccl3   | CTGCCTGCTGCTTCTCCTAT      | GATCTGCCGGTTTCTCTTGG      | NM_013025    |
| Ccl5   | ATATGGCTCGGACACCACTC      | CGAGTGACAAAGACGACTGC      | NM_031116    |
| Ccl7   | CCAACCAGATGGGACCAATTC     | ACTTCCATGCCCTTTTGGTC      | NM_001007612 |
| Ccny   | GCCTCTAAGGTGTGGGATGA      | GCAATTCAAGGAAGTGGCGT      | NM_001191833 |
| Chek2  | ACAACACTGGTTCGGGAGG       | TAGGGCCCATTTCCCTGAAG      | NM_053677    |
| Chrm4  | ACGTCAACAGCACCATCAAC      | TGTGCCGATGTTCCGATACT      | NM_031547    |
| Chrm5  | ACCCCATCTGCTATGCTCTC      | AGGGTAGCTTGCTGTTTCT       | NM_017362    |
| Crh    | ATTTCTTGCAACCGGAGCAG      | AGCGGGACTTCTGTTGAGG       | NM_031019    |
| Crhr1  | CCGCTACAACACGACAAACA      | CTTCGTTGAGAATCTCCTGGC     | NM_112261    |
| Cxcl1  | CAGACAGTGGCAGGGATTCA      | ATCTTCTGAACCATGGGGGC      | NM_030845    |
| Drd2   | ACAGGCCCACTACAACACTAC     | GTCTGCAAAGCCTTCTCTCG      | NM_012547    |
| Fcgr2a | AGGTGCCATAGCTGGAAGAA      | TGTGACTGTGGTTGGCTTTG      | NM_001135992 |
| Flt1   | TGCAGGAAACCATAGCAGGA      | AGATTTCTCCGTTGCCGGTA      | NM_019306    |
| Gapdh  | ACATCATCCCTGCATCCACT      | ACAACGGATACATTGGGGGT      | NM_017008    |
| Gch1   | GTGTATGGTCATGCGAGGTG      | GGAACCTCCTCCCGAGTCTTT     | NM_024356    |
| Gnrh1  | CCCCAGAATTCGAATGCAC       | CTTCTTCTGCCCAGCTTCT       | NM_012767    |
| Gsn    | CAGAGGCTCTTCCAGGTCAA      | GGAGCCACACCACTGATAGA      | NM_001004080 |
| Hand2  | CAGCTACATCGCTACCTCA       | CTCCTCTTTCACGTCGGTCT      | NM_022696    |
| Hrh3   | GCCACTGCTATGCTGAGTTC      | CGCCTCTGGATGTTTCAGGTA     | NM_001270566 |
| Ifi30  | TCTCTGCACCACCTGTCAAT      | GTAGGGCACCAGAGTGATGT      | NM_001030026 |
| Iqub   | TTTCTCAGAACCCGACCAA       | CCACAGCTACCTCCTCGTAG      | NM_001034130 |
| Itgb5  | CAATGAGTACACTGCGTCCG      | GTTCCAGGTATCAGGGCTGT      | NM_147139    |
| Itgb8  | GGAGGTTTTGATGCCATGCT      | GCTGTCAAGAGCGAGATGTG      | NM_001108726 |
| Kcnj10 | CTTTGGCGTGTTGTGGTATC      | AAGGCCCCAAGGTAAGTGTG      | NM_031602    |
| Kcnk13 | CAACAGGAAGGCCCTAGAA       | GATGGCTACTGATGCCAAGC      | NM_022293    |
| Klk8   | GAGTGTAACCCCACTCCCA       | ACGCACGGAGTACTTGTCTT      | NM_001107509 |
| Met    | AGTGTCCCGACTGTGTAGTG      | ATCGGGAGGGTAGGAAGAGT      | NM_031517    |
| Mmp9   | AAAGGTCGCTCGGATGGTTA      | GGAAGACGCACATCTCTCCT      | NM_031055    |
| Myipf  | CGACGCCATGATGAAGGAAG      | AGGCTCCAGTGATCACATCC      | NM_016754    |
| Nrl    | TGAGTCCTGATGAGGCTGTG      | CGGCGTCTGAAAATCTCTCG      | NM_001106036 |
| Nupr1  | AGCCTGGCCCAATCTTATGT      | GCCAGGCCTTTTTCCTTTCA      | NM_053611    |
| Pcdh8  | GCTGATCGTCATCATCGTGT      | GCACGTAGGGCTCCTTCTT       | NM_022868    |
| Pik3r5 | TTGCTTACCTCCTCTCAGGC      | GGAGCTTTCCTCACTGTCCT      | NM_001191923 |
| Prtn3  | TCCAGGCCTCCAAGATAGTG      | ACGAATCTCGGGTGGATCAG      | NM_001024264 |
| Reln   | CGGTCAATGGAACCAAGTGT      | AGGTTTCCCACCGCTCATT       | NM_080394    |
| Rxfp2  | GAATGTTCCCGGCCCATGAAG     | ACCATCAGTCGAGGGCATAC      | NM_001012475 |
| Sdc4   | AGGTCTTGGCAGCTCTGATT      | CCCAAGTCGTAAGTGCCTTC      | NM_012649    |
| Slc6a1 | TCCCTGATTGCTCTGGGAAG      | ATGAAGCCCACGATGGAGAA      | NM_024371    |
| Sphk1  | GTATGCCCTCGACTGATGGT      | CTCACGGCTATGACGAGGAA      | NM_001270811 |
| Vav2   | TGACCCCATGCACAACAAAG      | GCTCCATCCACTTCCGTTTC      | NM_001106563 |
| Wasl   | TCTTTTCTCCTTCTCGGCA       | GCAACACCACTGCACTTCTT      | NM_001110365 |

\*Acc. No. indicates gene access number.

How the deposited data were processed for this re-analysis (not part of the article)

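RNA-seq was measured in 6 libraries of primary hippocampal neurons from rat embryos at embryonic day 18, 2 libraries for each of EGFP, CCNY-WT and CCNY-shRNA. The sequenced reads were 150-bp paired-end reads. The authors aligned them to rn4 with TopHat 2 and computed expression with Cufflinks, and the deposited table gives 1 FPKM value per gene and library for 17066 genes. Versions of these tools, the annotation and any scaling between libraries are not stated. No symbol was listed more than once. Of the symbols, 14573 were current RefSeq symbols and 2114 older synonyms, 16687 in all, and 379 were not matched. The RefSeq table belongs to a later genome build and was used for names only. A total of 3583 genes were listed at 0 in all libraries, 6629 lay under an FPKM of 1 in all libraries, and 10437 lay above 1 in at least 1 library.

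The depth of each library is unknown, since the table holds no read counts. It was estimated relative to EGFP replicate 1 from the steps in which the FPKM values of weakly expressed genes rise. Among 510 genes with a highest FPKM under 0.3, the values of 99.8% fitted whole numbers of fragments within a tolerance of 0.02, against 6.27% after a random shift of each library. Among 1557 genes with a highest FPKM under 1 these shares were 96.1% and 4.11%. Whole numbers of at most 30 were found for 3922 genes; they are the smallest that fit, so the true numbers can be larger. The method was tested on simulated data, where it gave the right numbers, up to a common factor, for 99.4% of 1800 genes.

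FPKM values were floored to 1 and log2-transformed. Counts by the paper's criteria took the difference of the mean log2 values of the 2 libraries of a condition from those of EGFP, with thresholds of 0.3 for CCNY-WT and 0.33 for CCNY-shRNA, over all genes and without a test. Tests used limma 3.58.1 in R 4.3.3, with lmFit, contrasts.fit and eBayes with a trend, over all 6 libraries, for 10188 genes with an FPKM of at least 1 in 2 or more libraries. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The model was tested on simulated data with 200 genes changed by 1 or 2 on the log2 scale, up or down. Of these, 95% were recovered (98% at changes of 2 and 92% at changes of 1). There were 11 false calls, and 0 calls in a comparison with no change. Smaller changes, such as those at the paper's thresholds, were not simulated, so their recovery is unknown. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

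Gene sets were tested with camera at a preset correlation of 0.01 and with fry, both in limma. The 10 lists, written from general knowledge, were neuron, astrocyte, oligodendrocyte lineage, microglia, mitotic, vascular and meningeal, interferon-stimulated, activity-regulated, DNA replication and SNARE genes, and p-values were adjusted over the 10 lists in both conditions. A list of sterol synthesis genes was added after the data were seen. Genes of DNA replication and SNARE interactions past the threshold were counted with a two-sided Fisher's exact test. To measure what a shared control gives, 100 draws of unchanged groups were made with the spread of these libraries. Each gene was drawn independently, so joint shifts of many genes within a culture do not occur in the draws. Further draws, added after the data were seen, gave the genes called in CCNY-shRNA their fitted changes in CCNY-shRNA alone or in both conditions.

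The rule for naming genes, set before the data were examined, covered Ccny, the genes that the paper's text, S1 and S2 Tables and figures name, with full statistics for those central to a claim, and for each condition the 3 largest rises and the 3 largest falls among genes past limma's threshold that changed in the same direction in all 4 pairings with EGFP libraries. Most genes of S1 and S2 Tables are reported only within the counts of their lists and not by name. Named outside this rule are genes of the DNA replication and SNARE lists past the threshold, and genes noticed after their values were seen: Insig1, Nsdhl, Msmo1, Stard4, Kctd13, Nit1, Ly96, Psmd10, Bdnf, Rpl36 and Gapdh. Lists of genes were taken from S1 and S2 Tables and from the names in Fig 2 and Fig 6b. Alternatives covered the offset on the log scale (1 or 0.1 added in place of the floor), the filter on low values, the scaling of the libraries, the estimate of the spread, a replicate block, the threshold, separate EGFP libraries for the 2 conditions, and leaving out each library in turn. The authors' calls with cuffdiff, the GO and pathway enrichment analyses, the raw reads and the protein data were not analysed here. The values of 1 gene are not reported here.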

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

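The tests of explanations in this part were put to this use only after the result was seen. The scalings of the libraries among them were alternatives set before the data were examined. In CCNY-shRNA, 64 of the 76 genes past limma's threshold are not named by the paper, 14 of them higher and 50 lower than in EGFP. They are taken up here because they lie outside the genes the paper discusses and differ from the EGFP control. Unchanged groups with the spread of these libraries gave a mean of 0.37 and at most 3 genes past the threshold in 100 draws, against the 76 in all. The draws took their spread from the same limma fit, with each gene drawn independently, so they do not test the assumptions of that fit. Without a trend in eBayes, or with only the 4 libraries compared, limma called 0 genes up and 1 down in CCNY-shRNA. Scaling of the libraries as the whole cause of the surplus of falls past the adjusted threshold is argued against: against 59 falls and 17 rises, 42 genes fell and 21 rose after scaling to one upper quartile, a smaller surplus, and 67 fell and 20 rose after quantile normalization. At an unadjusted p under 0.05 there was no such surplus, with 954 falls and 937 rises, 812 and 1137 after scaling to one upper quartile and 972 and 942 after quantile normalization. A difference in depth between the groups is also argued against, since the relative depth of the CCNY-shRNA libraries was 0.818 and 1.15, on both sides of EGFP.

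A response graded with the Ccny level both below and above that of EGFP would move these genes in opposite directions in the 2 conditions. The 17 genes that rose had a median log2 change of 0.40 in CCNY-WT, where draws with only CCNY-shRNA changed gave at most 0.08. That all 17 were higher in CCNY-WT decides nothing alone, as these draws gave 4 to 18 such genes. Of the 58 genes that fell besides Ccny, 47 were lower in CCNY-WT, where the draws gave 21 to 41, but their median log2 change there was only -0.10. This argues against a response graded on both sides of the EGFP level, for the rises and for the falls as a set. For the 11 genes that fell in CCNY-shRNA and were higher in CCNY-WT, a graded response and spread around an unchanged level cannot be told apart, since the draws gave a mean of 26.2 such genes and 0 of the 11 had an unadjusted p under 0.05 in CCNY-WT. The EGFP libraries shared by both comparisons are argued against as the sole source of the genes moving together, within the limits of the draws. Of the rises, 14 had an unadjusted p under 0.05 in CCNY-WT in the same direction, and of the falls 12, where draws with only CCNY-shRNA changed gave at most 6 and 6. These draws changed only the called genes, by their fitted changes, and drew each gene independently. They can therefore understate what the shared libraries give. A difference of the EGFP cultures from both other conditions is a candidate explanation for the rises, since draws with the same effects in both conditions gave medians of 0.35 to 0.51 in CCNY-WT. For the falls as a set it is argued against as the sole cause, since such draws gave medians of -0.58 to -0.46 in CCNY-WT. A response to any change of the Ccny level, equal in both conditions for the rises and weaker in CCNY-WT for the falls, and effects of the single shRNA on other transcripts stay open and were not tested; the last would not explain the changes in CCNY-WT. The labels give no batch that would separate the cultures from the conditions.

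Mgp, Ggact and Gpd1l, which the paper does not name, are among these genes. Mgp had a log2 change of 1.94 and Ggact of 0.88 in CCNY-shRNA, and both were also higher in CCNY-WT without passing limma's threshold there. Gpd1l had a log2 change of -1.29 in CCNY-shRNA, while in CCNY-WT it changed by -0.10 (limma adjusted p = 0.911). In the direct comparison of CCNY-shRNA with CCNY-WT, Gpd1l was lower by a log2 difference of -1.20 (limma adjusted p = 0.0139), while the limma adjusted p was 0.112 for Mgp and 0.687 for Ggact.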

How the results depend on the processing

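The alternatives in this part were set before the data were examined. The causes of the shifts below were not tested except where the construction of an alternative gives them.

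With log2(FPKM + 0.1) in place of the floor, which widens the range of values near 0, the genes past the paper's thresholds numbered 1494 up and 1424 down in CCNY-WT and 1491 up and 1911 down in CCNY-shRNA. The overlaps were then 620 up in both, 147 up in CCNY-WT and down in CCNY-shRNA, 804 down in both and 86 down in CCNY-WT and up in CCNY-shRNA. With log2(FPKM + 1), the 2 opposite overlaps were 11 and 6, limma called 3 genes up in CCNY-WT, and 19 qRT-PCR bars for CCNY-WT had the direction of the RNA-seq change, as with log2(FPKM + 0.1), against 12 with the floor.

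With an unadjusted limma p under 0.05 added to the threshold, 178 genes were up and 134 down in CCNY-WT and 325 up and 466 down in CCNY-shRNA. The overlaps were 64 up in both, 4 up and down, 49 down in both and 0 down and up. With a threshold of 1 on the log2 scale, 7 genes were up and 9 down in CCNY-WT and 15 up and 26 down in CCNY-shRNA, and the overlaps were 1 up in both, 1 up and down, 5 down in both and 0 down and up. Requiring the same direction in all 4 pairings gave 11 genes up and down, 112 down in both and 7 down and up. Quantile normalization gave 12 genes up and down.

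With a different EGFP library for each condition, 116 or 95 genes were up in CCNY-WT and down in CCNY-shRNA and 80 or 65 the reverse, and the correlation across genes was 0.0552 or 0.0506. Here the construction takes the shared control away and leaves fewer libraries per comparison.

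In limma's test, a filter on a mean FPKM of at least 1 gave 3 genes up in CCNY-WT and 30 up in CCNY-shRNA. The 3 genes in CCNY-WT under this filter and under log2(FPKM + 1) were Ccny, Kctd13 and Nit1, the last 2 named after their values were seen. Without a filter, 1 gene was up and 1 down in CCNY-shRNA, and 1 was higher and 1 lower in CCNY-shRNA than in CCNY-WT. Without a trend in eBayes, 0 genes were up and 1 down in CCNY-shRNA (798 and 887 at an unadjusted p under 0.05), and 0 were higher and 1 lower than in CCNY-WT (420 and 704 unadjusted). With only the 4 libraries compared, the counts were again 0 up and 1 down in CCNY-shRNA (797 and 826 unadjusted) and 0 higher and 1 lower than in CCNY-WT (451 and 647 unadjusted). The number of genes called in CCNY-shRNA therefore depends on these settings. Ccny passed limma's threshold in both conditions under each alternative run for it, with adjusted p-values from 1.75e-04 to 0.0323 in CCNY-WT and from 5.43e-07 to 0.00279 in CCNY-shRNA; the analysis without a filter was run for the counts and not for Ccny alone. After scaling to one upper quartile, 21 genes were up and 42 down in CCNY-shRNA, against 17 and 59.

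A replicate block was tried although the replicate numbers do not appear to pair the libraries: the deviations of replicates from their means had correlations across 8060 genes of 0.0952 for EGFP and CCNY-WT, -0.0197 for EGFP and CCNY-shRNA and 0.0775 for CCNY-WT and CCNY-shRNA. With the block, 8 genes were up and 31 down in CCNY-shRNA and 1 was higher and 17 lower than in CCNY-WT, against 17, 59, 2 and 20. The adjusted p of Ccny in CCNY-WT was 0.00169 against 4.61e-04, and the other results kept their count or a p under 0.05 (unadjusted for the 2 gene lists).

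Camera with an estimated correlation gave p = 0.0752 for DNA replication genes and p = 0.157 for SNARE genes in CCNY-shRNA. Over all alternatives these unadjusted p-values ranged from 0.00477 to 0.0752 and from 2.07e-04 to 0.157.

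Leaving out each library in turn gave 564 to 811 genes up and 479 to 645 down in CCNY-WT, with 811 and 645 without CCNY-WT replicate 1. In CCNY-shRNA it gave 710 to 817 up and 842 to 970 down. Genes up in both conditions ranged from 178 to 335 (335 without EGFP replicate 1, 318 without EGFP replicate 2) and genes down in both from 175 to 337 (337 and 281). Genes up in CCNY-WT and down in CCNY-shRNA ranged from 18 to 52 (52 without CCNY-WT replicate 1, 37 without CCNY-shRNA replicate 2). Genes with the reverse pattern ranged from 5 to 24 (24 and 21 without CCNY-WT replicates 1 and 2, 23 without either CCNY-shRNA replicate, 7 and 5 without EGFP replicates 1 and 2). The correlation ranged from 0.319 without CCNY-WT replicate 2 to 0.621 without EGFP replicate 1 (0.393 without CCNY-shRNA replicate 2, 0.612 without EGFP replicate 2). Entries past the threshold ranged from 66 to 73 for S1 Table and from 43 to 55 for S2 Table, and qRT-PCR bars with the direction of the RNA-seq change from 12 to 14 in CCNY-WT and from 27 to 30 in CCNY-shRNA. Limma counts were not computed with a library left out, where a group of 1 library remains.

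The ratio of group means (15 results) left every result within 1.5 times or 1 SD of its value. Summing genes with the same symbol changed nothing, because no symbol is listed more than once, so it tests nothing. The microglia list had no gene left under the filter on a mean FPKM of at least 1.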

Differences from the paper's values

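With FPKM floored to 1, as the paper's methods state, 19 genes were up-regulated by CCNY overexpression and down-regulated by knockdown, against the paper's 11. Of the alternatives set before the data were examined, log2(FPKM + 1) and the same direction in all 4 pairings gave 11, quantile normalization 12 and scaling to one upper quartile 16, all within 1.5 times the paper's value. The other alternatives, including log2(FPKM + 0.1), the stricter thresholds, the ratio of group means, separate EGFP libraries and leaving out any library, did not close the gap. For genes down-regulated by overexpression and up-regulated by knockdown, the count was 13 against the paper's 6. Here log2(FPKM + 1) gave 6, the same direction in all 4 pairings 7, and leaving out EGFP replicate 1 or 2 gave 7 or 5, and the other alternatives did not close the gap.

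The other counts lay within 1.5 times the paper's: 478 against the paper's 442 and 394 against 375 in CCNY-WT, 570 against 529 and 782 against 671 in CCNY-shRNA, and 176 against 153 and 171 against 145 genes changed in the same direction in both. With log2(FPKM + 1), an alternative set before the data were examined, all 8 counts were equal to the paper's. All 106 entries of S1 Table and all 76 of S2 Table also passed the threshold on that scale. The paper's lists thus appear to come from log2(FPKM + 1), and entries that miss the threshold with the floor do not show an error in them.

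The level of Ccny relative to EGFP in the RNA-seq libraries was 2.55 in CCNY-WT and 0.143 in CCNY-shRNA. The paper's qRT-PCR values, from another assay, are 27.87 ± 5.365 and 0.37 ± 0.063, with errors whose kind is not stated in the text. None of the alternatives set before the data were examined closed the gap, with 2.51 to 2.57 in CCNY-WT and 0.143 to 0.162 in CCNY-shRNA. The log2FPKM values of Ccny, about 5.4 and 5.3 in EGFP, about 6.8 in both CCNY-WT libraries and about 2.8 in both CCNY-shRNA libraries in S1a Fig, read by eye, lay within 1.5 times those computed here. In CCNY-shRNA the values were 2.58 and 2.63 with the floor, and 2.804 and 2.847 with log2(FPKM + 1), which reaches the values of the figure there.

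In the qRT-PCR panels of Figs 3 to 6, 38 bars for CCNY-WT show a change. The RNA-seq change had the direction of the bar in 12, the opposite direction in 16 and was 0 after flooring in 10. Nupr1 and Wasl are shown as lower in CCNY-WT, and their RNA-seq log2 changes were 0.87 and 0.44. With log2(FPKM + 1), 19 had the direction of the bar. Of the 42 bars for CCNY-shRNA, 31 had the direction of the bar, 0 the opposite direction and 11 no change after flooring.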

Other observations

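The tests of explanations in this part were put to this use only after the result was seen. Some of the settings they use, such as the separate EGFP libraries, were alternatives set before the data were examined. For genes past the threshold in CCNY-WT, the spread between replicate libraries is a candidate source of most of them: a mixed split of the same libraries, in which the condition cancels, gave as many as 765 genes against 872. For CCNY-shRNA the mixed splits gave 716 and 759 genes against 1352. The spread is argued against there as the source of most genes with a mean FPKM of 5 or more, where the mixed splits gave 195 and 233 against 658. For a mean FPKM of 1 to 5 they gave 482 and 493 against 658, so spread and an effect of the condition cannot be told apart as the main source. With log2(FPKM + 1), 303 of 817 genes in CCNY-WT and 295 of 1200 in CCNY-shRNA had a mean FPKM under 1. An effect of CCNY overexpression on some of the genes stays open. Limma called Ccny alone there, while 390 genes rose and 306 fell at an unadjusted p under 0.05. With no effect, a share of 0.05 of the 10188 genes tested would pass that cutoff, so many of these genes need not reflect CCNY.

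Most of the correlation across genes between the changes in the 2 conditions may come from the EGFP libraries that both share. The Pearson correlation fell to 0.0552 or 0.0506 (Spearman 0.139 or 0.199) with a different EGFP library for each condition. Unchanged draws gave Pearson values as high as the observed 0.469. The number of genes changed in the same direction is not explained by the shared libraries and spread alone, since the draws with each gene's own deviations gave at most 148 up and 161 down in both, against 176 and 171. At an unadjusted limma p under 0.05 in both conditions, 357 genes changed in the same direction, against a mean of 115 and at most 148 in unchanged draws, and 10 in opposite directions, against a mean of 1.77 and at most 7. Which share of the same-direction genes reflects CCNY and which a difference of the EGFP cultures from the others was not tested, since the design gives no second control.

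Some genes were high in 1 library and near 0 in another. An FPKM of at least 20 in 1 library and under 0.1 in another was found for 10 genes, among them Bc1, Rpl37a, Ly96 and Psmd10, a rule chosen after the values of Bc1 were seen. Estimates for very short transcripts that appear in single libraries are a candidate explanation for part of them: 5 of the 10 are microRNA genes, and these are all of the 428 microRNA genes that lay above 0 in any library (Fisher's exact test, p = 6.79e-17). No biological explanation was tested for these genes.

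In CCNY-WT, with FPKM floored to 1, the RNA-seq change had the direction of the qRT-PCR bar for 12 of 38 bars and the opposite direction for 16. Changes that lie within the spread between libraries are a candidate explanation, since of the 17 genes that ran against the bar with log2(FPKM + 1), limma tested 13 and 2 (Nupr1 and Wasl) had an unadjusted p under 0.05, and of the 19 that went with the bar, limma tested 12 and 2 had one. With log2(FPKM + 1), 19 bars went with and 17 against (exact binomial test, p = 0.868) in CCNY-WT, or 13 with and 5 against among changes past the threshold, and 35 with and 6 against in CCNY-shRNA (exact binomial test, p = 4.87e-06), or 31 and 4 past the threshold. Many of these genes were chosen by the paper on these libraries. Ccl3 was listed at 0 in all libraries, Ccl5 had an FPKM of 0.549 in CCNY-shRNA replicate 1 alone and Ccl11 0.195 in EGFP replicate 2 alone, so the RNA-seq data say nothing about their direction.

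Insig1, Nsdhl, Msmo1 and Stard4 were lower in CCNY-shRNA, by log2 changes of -0.53, -0.33, -0.31 and -0.37, and were noticed among the genes past limma's threshold. Lower expression of sterol synthesis genes as a group is a hypothesis formed from them. In the 22 other sterol synthesis genes of a list written afterwards, 18 were lower in CCNY-shRNA (17 after scaling to one upper quartile), with a median log2 change of -0.10, but the median deviation was 0.0403 in CCNY-shRNA replicate 1 and 0.0417 in EGFP replicate 1, so a change of the group and spread between libraries cannot be told apart. In CCNY-WT all 22 were lower, by a median of -0.16. Scaling as the cause is argued against, as the median was -0.19 after quantile normalization. Camera with a preset correlation of 0.01 gave p = 7.51e-14 for these genes in CCNY-WT and 7.13e-04 in CCNY-shRNA. With an estimated correlation it gave p = 0.0702 and 0.301, and fry, which takes the correlation from the data, p = 0.0458 and 0.164. Since the p depends on how far these genes move together, a change of the group in CCNY-WT and the joint spread of genes that move together cannot be told apart either.

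The lists not reported above gave the following. Activity-regulated genes had a camera p of 0.503 in CCNY-WT and 0.0210 in CCNY-shRNA (adjusted p = 0.0701, from 0.0480 to 0.595 over the alternatives), where 15 of 20 were lower, 13 after scaling to one upper quartile. The 3 vascular and meningeal genes that could be tested of 14 were all higher in CCNY-WT (median log2 change 0.17, camera adjusted p = 0.0184, from 0.00941 to 0.595 over the alternatives), with an adjusted p of 0.237 in CCNY-shRNA. Interferon-stimulated genes had an adjusted p of 0.655 in CCNY-WT and 0.936 in CCNY-shRNA, and the 1 microglia gene that could be tested 0.926 and 0.972. No biological explanation was tested for these lists.

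Bdnf and Rpl36 were listed at 0 in all 6 libraries, while Gapdh lay between 2884 and 3264. No explanation was tested for these values. Weakly expressed genes varied between libraries about as much as counting of fragments gives: the chi-square per gene was 0.994 between the EGFP libraries, 0.978 between the CCNY-WT libraries and 1.07 between the CCNY-shRNA libraries.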
